# Kidney transcriptome and cystic kidney disease genes in zebrafish

**DOI:** 10.3389/fphys.2023.1184025

**Published:** 2023-05-04

**Authors:** Matthew Koslow, Ping Zhu, Chantal McCabe, Xiaolei Xu, Xueying Lin

**Keywords:** zebrafish, cystic kidney disease, sexual diamorphism, transcriptome, ciliopathy

## Abstract

**Introduction:** Polycystic kidney disease (PKD) is a condition where fluid filled cysts form on the kidney which leads to overall renal failure. Zebrafish has been recently adapted to study polycystic kidney disease, because of its powerful embryology and genetics. However, there are concerns on the conservation of this lower vertebrate in modeling polycystic kidney disease.

**Methods:** Here, we aim to assess the molecular conservation of zebrafish by searching homologues polycystic kidney disease genes and carrying transcriptome studies in this animal.

**Results and Discussion:** We found that out of 82 human cystic kidney disease genes, 81 have corresponding zebrafish homologs. While 75 of the genes have a single homologue, only 6 of these genes have two homologs. Comparison of the expression level of the transcripts enabled us to identify one homolog over the other homolog with >70% predominance, which would be prioritized for future experimental studies. Prompted by sexual dimorphism in human and rodent kidneys, we studied transcriptome between different sexes and noted significant differences in male vs. female zebrafish, indicating that sex dimorphism also occurs in zebrafish. Comparison between zebrafish and mouse identified 10% shared genes and 38% shared signaling pathways. String analysis revealed a cluster of genes differentially expressed in male vs. female zebrafish kidneys. In summary, this report demonstrated remarkable molecular conservation, supporting zebrafish as a useful animal model for cystic kidney disease.

## 1 Introduction

Polycystic kidney disease (PKD) is a condition where fluid filled cysts form on kidneys. PKDs can be separated into two distinct groups, either Autosomal Dominant PKD (ADPKD) or Autosomal Recessive PKD (ARPKD) (Harris and Torres, 2009). ADPKD is the common form of PKDs and typically affects one out of 1,000 people across various genetic backgrounds with a reported 10 million people affected globally (Bergmann et al., 2018). ADPKD patients have microcysts since childhood and massively enlarged cysts and kidney function decline around the age of 50, many of them eventually develop renal failure and require dialysis or a kidney transplant. By contrast, ARPKD is a rarer and more severe disease than ADPKD (Torres and Harris, 2014; Bergmann et al., 2018). Because proteins encoded by PKD associated genes localize in the primary cilium, in addition to other cellular places, or affect cilia-mediated signaling, PKD is largely considered as a ciliopathy (Gerdes et al., 2009; Hildebrandt et al., 2011; Hu and Harris, 2020). Renal cysts are also commonly presented in other types of ciliopathies, such as Bardet-Biedl Syndrome, Senior Loken Syndrome, Joubert Syndrome, Meckel-Gruber Syndrome, and Nephronophthisis, which are collectively referred as syndromic forms of PKD (Fliegauf et al., 2007; McConnachie et al., 2021). At this time, tolvaptan, a vasopressin V2 receptor antagonist that lowers the intracellular cAMP level, is the only FDA-approved drug to slow ADPKD progression (Chebib et al., 2018; Zhou and Torres, 2023). Thus, it is imperative to investigate potential therapies going forward.

While rodent models have been predominantly used to study PKD, there have been recent advances in utilizing zebrafish (*Danio rerio*) to study PKD as well. Zebrafish belongs to the teleosts that account for nearly half of the extant vertebrate species (Volff, 2005). The zebrafish pronephric kidney is comprised of a pair of tubules that are fused at a glomerulus. It has conserved nephrotic structure and morphogenesis processes comparable to the mammalian metanephric kidney (Drummond et al., 1998; Wingert et al., 2007). Zebrafish has become an attractive model for studying various ciliopathies because it provides a convenient *in vivo* platform for analyzing the structure, number, and length of cilia (Song et al., 2016). Additionally, zebrafish develop cysts when genes associated with human PKDs are mutated such as *pkd1*, *pkd2* and *hnf1b* (Sun and Hopkins, 2001; Sun et al., 2004; Sullivan-Brown et al., 2008; Mangos et al., 2010; Zhu et al., 2017). The adult zebrafish mesonephric kidney has a largely conserved branching morphogenesis and segment composition as mammals (McCampbell et al., 2014; Diep et al., 2015). Adult zebrafish mutants of *tmem67,* whose human homolog *TMEM67* is a major causative gene for Meckel-Gruber Syndrome (Smith et al., 2006; Leightner et al., 2013), have been shown to develop progressive renal cysts (Zhu et al., 2021).

Despite these attributes of the zebrafish model to cystic kidney diseases, there are several concerns on the conservation of the fish model. First, while mammals have primary cilia in the kidney, cilia in the zebrafish kidney are motile and cilia motility is closely associated with pronephric cyst formation (Kramer-Zucker et al., 2005; Becker-Heck et al., 2011). Second, unlike mammalian kidneys that are metanephros, adult zebrafish kidneys are mesonephros (Davidson, 2011). Third, it has been estimated that approximately 70% genes overlap between humans and zebrafish, however, the percentage of human PKD associated genes with zebrafish homologs is unknown (Howe et al., 2013). Fourth, given that approximately 30% zebrafish genome is duplicated early in the evolution of teleost fish, >100 million years ago, genetic analysis of genes with multiple homologs could be complicated (Woods et al., 2000; Howe et al., 2013). While zebrafish has proven to be an efficient model for genetic studies of disease causative genes, particularly useful for the identification of genetic modifiers for diseases such as cardiomyopathy (Ding et al., 2011; Ding et al., 2016; Ma et al., 2020), these concerns have hindered using zebrafish for genetic studies of PKD. Thus, there is an urgent need of assessing whether zebrafish is a conserved animal model for PKD research.

In the kidney, sexual dimorphism in gene expression patterns, transporters, responses to injury, as well as PKD progression has been reported (Stewart, 1994; Menezes et al., 2016; Veiras et al., 2017; Laouari et al., 2022; Neugarten and Golestaneh, 2022). In humans, male kidneys are usually larger than female kidneys, suggesting differing developmental dynamics (Coggins et al., 1998; Cheong et al., 2007; Kalucki et al., 2020). Renal function decreases with age, however, older male patients with chronic kidney disease usually are more prone to kidney failure, particularly as there are disruptions in the nitric oxide system (Eriksen and Ingebretsen, 2006; Baylis, 2009). Comparing with age-matched female patients, male patients with ADPKD consistently manifest more severe phenotypes, including lower estimated glomerular filtration rate and larger height-adjusted total kidney volume, and earlier onset of End-Stage Renal Disease (Neugarten et al., 2000; Reed et al., 2008). Similar to humans, sexual dimorphism has been also reported in animal models, including Han:SPRD rats and *Pkd1* mutant mice (Nagao et al., 2005; Stringer et al., 2005; Menezes et al., 2016). Consistent with the phenotypic changes, differences in total RNA transcripts (transcriptome) have been reported in genes and pathways between male and female mouse kidneys (Menezes et al., 2016; Terabayashi et al., 2020). In zebrafish, the observation of renal cysts mainly in male *tmem67* mutants suggests sexual dimorphism in the kidney, however, whether male and female fish have distinct transcriptome remains unknown (Zhu et al., 2021).

In this manuscript, we decided to take two approaches to assess conservation of zebrafish for PKD study. First, we assessed molecular conservation by querying how many cystic kidney disease genes have their corresponding zebrafish homologs. We found that out of 82 genes that cause renal cysts, zebrafish have homologs for 81 of these genes. Second, we compared gene expression between male and female fish kidneys and noted obvious differences. Among the differentially expressed signaling pathways, we noted a remarkable 37.9% similarities to a previously established rodent PKD model (Menezes et al., 2016). Together, our studies indicate zebrafish a valuable model for studying PKD.

## 2 Materials and methods

Experimental design was summarized in a flowchart (Supplementary Figure S1).

### 2.1 Zebrafish husbandry and maintenance

Zebrafish were maintained under a 14-h light and 10-h dark cycle at 28.5°C as previously described (Shih et al., 2015). Adult WIK fish were obtained by allowing the embryos that were derived from in-house breeding to grow to 12 months of age and used in accordance with the policies of the Mayo Clinic Institutional Animal Care and Use Committee.

### 2.2 Identifying fish homologs, and calculating percent identity and relative abundance

PKD associated genes were selected from the review by McConnachie et al. (2021). Protein sequences were found on ZFIN (The Zebrafish Information Network) ( https://www.zfin.org ). In most cases, the ENSEMBL (European Bioinformatics Institute and the Wellcome Trust Sanger Institute) gene ID was provided. When ENSEMBL did not have records of this gene, we gave the ZFIN gene ID. To calculate the percent identity of a gene, we searched https://www.uniprot.org/, aligned the Uniprot IDs of the zebrafish and human genes, and calculated the percent identity. To compare relative abundance of genes with multiple homologs, we added the Reads Per Kilobase of transcript per Million reads mapped (RPKM, a measure of relative RNA molar concentration of a transcript in a sample) values of each homolog together for the total abundance as previously described (Shih et al., 2015). We then divided the single value RPKM of a specific homolog to the total RPKM of the multiple homologs in order to get a percentage.

### 2.3 RNA isolation

Kidneys of 12-month-old male and female fish were isolated as previously described (Ding et al., 2022). Briefly, zebrafish were anesthetized via tricaine, and kidneys were harvested as needed. A total of 10 sets of kidneys were harvested, including 5 sets of male and female kidneys, respectively. The kidneys were submerged in TRIZOL (Sigma) and metal beads were added to help dissociate the tissue. After dissociation in TRIZOL, chloroform was added to separate out the aqueous layer. This aqueous layer was then precipitated in isopropanol to isolate the RNA, before reconstituted in RNAase free water. RNA samples were considered good quality with an RNA Integrity Number (RIN) greater than seven.

### 2.4 RNA sequencing and analysis

RNA libraries were generated, and RNA sequencing was conducted at the Mayo Clinic Medical Genome Facility, a core laboratory offering research sequencing. The paired-end RNA reads were processed through RapMap, a custom pipeline developed by the Mayo Clinic Bioinformatics core sequencing analyses of species with small genomes. RapMap utilizes Kallisto (Bray et al., 2016) for pseudoalignment and transcript quantifications, with bootstrapping enabled to *n* = 100 (Bray et al., 2016). Bootstrapping is enabled while running Kallisto quantification to allow for quantifying transcript abundance. The most recently available zebrafish genome, version GRCz11, Ensembl gtf version GRCz11.101 was used for alignment. In total, 222,675 genes were identified mapping to this reference genome. RapMap also utilizes Tximport (Srivastava et al., 2016) for summarizing transcript abundances for downstream analysis and MultiQC (Ewels et al., 2016) for overall quality control. Samples with over 75% of reads mapping to the genome were considered high quality. Raw and processed files were submitted to the NCBI GEO under accession number GSE2248592. Additionally, mouse RNA-seq data was downloaded from a previous study (Geo Omnibus number GSE72554) (Menezes et al., 2016).

### 2.5 Identifying and characterizing differentially expressed genes

Using the resulting length ScaledTPM (TPM scaled up to library size) values, differentially expressed (DE) genes (FDR <0.05, log2fold change > |1.5|) were assessed using the bioinformatic package edgeR (Robinson et al., 2010). Canonical pathway analysis was performed with the DE genes using Ingenuity pathway analysis (IPA) software (QIAGEN) (Kramer et al., 2014). The top 10 canonical pathways in each species were identified and compared. Individual genes within each pathway were examined further. Additionally, we uploaded our DE genes into the STRING database, a database of known and predicted protein-protein interactions (string-db.org) (Szklarczyk et al., 2021), to identify relationships among our DE genes. The STRING network was generated and visualized at the highest confidence (0.9) level and disconnected nodes or clusters with fewer than 3 genes were removed. IPA analysis was performed on genes in the resulting network.

### 2.6 qPCR

We picked the top 10 most differentially expressed genes that were found via STRING network analysis, which included the top 5 upregulated and top 5 downregulated genes as indicated in section 2.5. The Superscript III First-Strand Synthesis System (Invitrogen) was used to generate cDNA from 500 ng of RNA that was isolated in section 2.4. Once cDNA had been successfully generated, quantitative PCR (qPCR) was carried out using QuantStudio 7 Pro (Thermo Fischer) QPCR apparatus in 96-well qPCR plates (Roche Diagnostics Corp). The expression of the genes was normalized using the expression level of the housekeeping gene *gapdh* and its corresponding –∆∆Ct (cycle threshold) values. Nine RNA samples were analyzed in triplicate. Primer sequences for each gene can be found in Supplementary Table S3. Statistical analysis was conducted via vassarstats (http://vassarstats.net/). Statistically significant DEGs between male and female zebrafish were indicated by two tailed *t-test* with a minimum significance of *p* < 0.05.

## 3 Results

### 3.1 99% cystic kidney disease-associated genes have corresponding zebrafish homologs

To test molecular conservation of the zebrafish, we queried the zebrafish genome to identify homologs of known cystic kidney disease related genes. Based on inherited pattern and phenotypes in patients, we decided on 82 genes that were separated into multiple categories including ADPKD, ARPKD, and disorders with significant presence of kidney cysts (Reiter and Leroux, 2017; McConnachie et al., 2021). Many of these gene encode proteins in renal cilia, underscoring the importance of cilia in PKD pathogenesis. We compared gene orthologs of these human genes to the ZFIN database (http://zfin.org) and Ensembl (http://www.ensembl.org/index.html) to determine if zebrafish homologs exist for these genes (Supplementary Table S1). We were able to identify zebrafish homologues for 81 of the 82 genes, indicating a 99% overlap of expression across species (Figure 1). At the protein level, the identities of each of these genes relative to their human counterparts ranged from 30% to 95% with an average of around 59% (Supplementary Table S1). All ADPKD-associated genes, including major causative gene *PKD1* and *PKD2* as well as genes recently linked to ADPKD such as *IFT140*, *DNAJB11*, *GANAB*, and *ALG9*, have zebrafish homologs (Supplementary Table S1) (Porath et al., 2016; Cornec-Le Gall et al., 2018; Besse et al., 2019; Senum et al., 2022). However, we were unable to find a zebrafish homolog of ARPKD causative gene *PKHD1*, even after searching the National Center for Biotechnology Information database using BLASTX (Figure 1 and Supplementary Table S1) (Ward et al., 2002). The closest existing homolog in zebrafish is *pkhd1l* (*PKHD1* like), with an identity of 52% relative to its direct human homolog. Moreover, 75 of these 81 genes have a single homolog, while only 6 of these 81 genes have two separate homologs. These genes were *pkd1, ganab, arl3, tmem237, glis2,* and *cpps1* (Figure 1 and Supplementary Table S1)*.*

**FIGURE 1:**
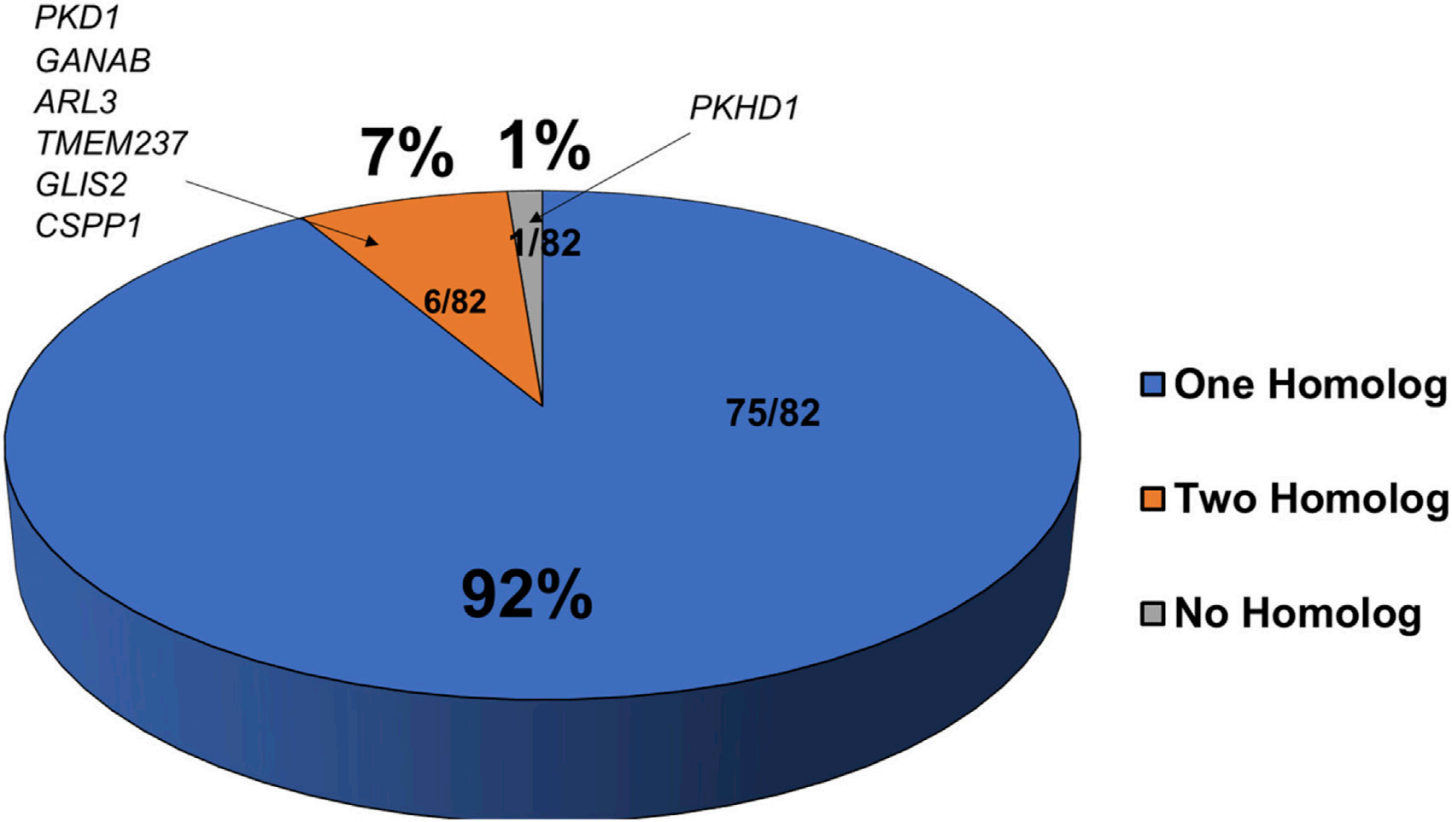
Majority of cystic kidney disease associated genes have corresponding homologs in zebrafish. Shown is a pie chart representing the number of zebrafish homologs exist for known human PKD associated genes. Genes with one zebrafish homolog are in blue, those with two homologs are in orange, and those with no known homologs are in grey.

### 3.2 Transcriptome studies in kidney aid the prioritization of zebrafish kidney cyst-associated genes for future studies

We then defined gene expression of 12-month-old zebrafish kidney via carrying RNA sequencing (RNAseq) analysis. Both male and female fish samples were extracted with 5 sets of kidneys of each sex. 

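RNA sequencing counts the transcripts of each gene in a tissue. The data analysed here are the RNA libraries of kidneys from 12-month-old WIK zebrafish, a wild-type laboratory strain, with 4 male and 5 female libraries. The zebrafish kidney holds blood-forming tissue beside the tubules, so a library carries RNA of both. The authors assigned paired-end reads to transcripts of GRCz11 with Kallisto, a pseudoaligner, and summed them to genes with tximport as TPM scaled up to the size of each library. The deposited values are therefore estimated counts per gene. They are whole numbers and are not normalized between libraries. The table lists 30628 genes by Ensembl identifier, of which 28244 have a count above 0 in any library. The libraries are named M1, M2, pkd1M1 and pkd1M4 in males and F1, F2, F3, F4 and F6 in females. The table names 2 male libraries with both pkd1 and the abbreviation for wild type, and only their sex is used here. Total counts were 24902978 in M1, 30926605 in M2, 52986838 in pkd1M1 and 32265345 in pkd1M4, with a median of 31595975. In females they were 33388023 in F1, 34938714 in F2, 38758188 in F3, 37277352 in F4 and 30714070 in F6, with a median of 34938714. Depth did not differ between sexes (2-sided exact permutation test over 126 splits, p = 0.976). Every pair of libraries of one sex differed by more than the sampling noise, with a chi-square per degree of freedom of at least 86.5. Counts were normalized here with edgeR's TMM method and male and female libraries were compared with edgeR's quasi-likelihood test. The genes tested were those kept by edgeR's filter on low counts. Adjusted p-values were computed by the Benjamini-Hochberg method, and a positive log2 fold change is higher in males. These choices were made before the data were examined.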

We used an RPKM value of 0.3 as our cutoff for expression abundance. 

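Over the 9 libraries, the estimated counts summed to a mean of 35128679 per library.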

The average number of total reads per sample was 45,149,820 with an average of 35,128,575 reads mapped to a gene. We were able to map an average of 77% of these reads to the reference genome, enabling us to analyze expressional changes of 22,676 genes. 

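The filter on low counts kept 22148 genes for the comparison of male and female kidneys. Without any filter beyond a count above 0, 28244 genes could be tested, and 16408 genes had at least 10 counts in every library. Of the genes in the table, 4721 are listed without a symbol.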

Based on their expression abundance in zebrafish kidney transcriptomes, 81 cystic kidney disease-associated genes can be broadly divided into four categories, high, medium, low, and undetectable (Supplementary Table S2), referred as Group 1, Group II, Group III, and Group IV, respectively. 

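The limits of 1000, 100 and 1 were applied to the mean deposited value of each homolog in each sex. Of the 86 homologs in Supplementary Table S1, 82 were matched to a gene of the table. In GRCz11, *ganabb*, which the table lists as *ganab*, lies on chromosome 14 from 45514469 to 45551572 and had a mean of 3039 ± 1367 (SD, n = 4) in males and 3146 ± 801 (SD, n = 5) in females. Its paralog *ganaba*, listed under another symbol and matched through a synonym, is on chromosome 5 from 69140656 to 69180601 and had 1301 ± 583 (SD, n = 4) in males and 1035 ± 382 (SD, n = 5) in females. For *dnajb11*, on chromosome 9 from 32641026 to 32648725, the means were 1773 ± 621 (SD, n = 4) in males and 2267 ± 1062 (SD, n = 5) in females. The gene *ift74*, on chromosome 5 from 457729 to 478627, had 1487 ± 925 (SD, n = 4) in males and 1040 ± 416 (SD, n = 5) in females. For *armc9*, on chromosome 22 from 36547670 to 36637357, the means were 7047 ± 1371 (SD, n = 4) in males and 1556 ± 1354 (SD, n = 5) in females, and every male library lay above every female library after normalization (2-sided exact permutation test, p = 0.0238). On chromosome 3 from 25059502 to 25086986, *xpnpep3* had 1004 ± 381 (SD, n = 4) in males and 471 ± 157 (SD, n = 5) in females. The mean of *cep290*, on chromosome 25 from 17934426 to 18002937, was 747 ± 328 (SD, n = 4) in males and 1023 ± 274 (SD, n = 5) in females, which is within the spread of the libraries. For *poc1b*, on chromosome 25 from 18366978 to 18435481, the values gave 178 ± 64.9 (SD, n = 4) in males and 418 ± 172 (SD, n = 5) in females. When each library was left out in turn, between 5 and 6 of the 82 homologs were above 1000 in males and between 4 and 6 in females.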

Genes that comprised of Group I (with RPKM values greater than 1,000) were *ganaba*, *ganabb*, *dnajb11*, *armc9*, and *ift74* in both male and female kidneys, *poc1b* and *xpnpep3* in male kidneys, and *cep290* in female kidneys (Supplementary Table S2). 

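By the mean deposited values, 6 homologs were above 1000 in males and 6 in females. Between 100 and 1000 there were 56 in males and 57 in females, and 52 homologs were in this range in both sexes. Between 1 and 100 there were 19 in males and 19 in females. Of the 82 homologs, 72 fell in the same group in both sexes. The alternative that moved the groups most was TMM-normalized CPM against the same limits, which left 1 homolog between 100 and 1000 in males and 0 in females. CPM is smaller than the deposited value in each library, so this change follows from the scale. It does not test how stable the groups are.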

Genes that comprised of group II was the largest category of genes (with RPKM values between 100 and 999). 

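Among the homologs of Bardet-Biedl syndrome (BBS) genes, *bbs1*, on chromosome 21 of GRCz11 from 27464538 to 27481382, had a mean deposited value of 65.0 ± 35.1 (SD, n = 4) in males and 75.6 ± 12.6 (SD, n = 5) in females. The gene *bbs4*, on chromosome 25 from 2668881 to 2702935, had 93.3 ± 48.6 (SD, n = 4) and 64.4 ± 27.2 (SD, n = 5), and *bbs5*, on chromosome 9 from 48284606 to 48296469, had 86.5 ± 62.9 (SD, n = 4) and 62.8 ± 49.5 (SD, n = 5). For *bbs9*, on chromosome 16 from 6957582 to 7062949, the means were 39.0 ± 32.1 (SD, n = 4) and 27.8 ± 14.0 (SD, n = 5). For *bbs10*, on chromosome 18 from 7375923 to 7382059, they were 43.8 ± 34.7 (SD, n = 4) and 61.8 ± 51.1 (SD, n = 5), with a count of 0 in pkd1M4 and in F2. The gene *ttc8*, on an unplaced scaffold, had 72.5 ± 40.0 (SD, n = 4) in males and 54.4 ± 11.8 (SD, n = 5) in females. None of these 6 genes differed between sexes, with adjusted p-values from 0.50 to 0.969 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).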

Genes in group III (with RPKM values between 1 and 99) included many BBS adjacent genes (*bbs1, bbs4, bbs5, bbs9, bbs10,* and *ttc8*). 

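Of the homologs matched to the table, *tmem237a* was the only one under 1 in either sex, with a count of 0 in all 4 male libraries and 10.6 ± 13.05 (SD, n = 5) in females. It lies on chromosome 9 of GRCz11 from 13714379 to 13728937. The gene *ift74* had a mean deposited value above 1000 in both sexes. For *cep120*, on chromosome 8 from 247163 to 286323, the means were 192 ± 70.4 (SD, n = 4) in males and 390 ± 113 (SD, n = 5) in females. For *cep83*, on chromosome 4 from 20124863 to 20135919, they were 395 ± 128 (SD, n = 4) and 528 ± 21.8 (SD, n = 5). The gene listed as si:dkey-161j23.6, which a table of gene names pairs with *katnip*, lies on chromosome 24 from 39576071 to 39580236 and had 93.0 ± 19.8 (SD, n = 4) in males and 208 ± 72.1 (SD, n = 5) in females. The homologs *cfap418*, *cep164*, *cplane1* and *anks6* were not analysed here.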

The expression of the following genes in group IV had their RPKM values below threshold: *c8orf37*, *ift74*, *cep164*, *cplane1*, *cep120*, *katnip*, *anks6*, and *cep83* (Supplementary Table S2). Although these genes had extremely low to zero expression levels in 12 months zebrafish kidney, this data cannot be interpreted as excluding these genes as kidney-expression genes. For example, it is possible that these genes are activated in the kidney during development. Indeed, *cep83* is expressed in the pronephric kidney (Joo et al., 2013); *ift74, cep164*, *cep120*, and *anks6* might also be expressed in the embryonic kidney since knockdown of these genes results in pronephric cysts (Chaki et al., 2012; Hoff et al., 2013; Shaheen et al., 2015; Lindstrand et al., 2016).

In our previous bioinformatic analysis of dilated cardiomyopathy genes in zebrafish, we demonstrated that comparison of expression levels of multiple zebrafish homologues can help to prioritize one homologue over the other (Shih et al., 2015). It is hypothesized that the greater the abundance, the more important this homolog is for function. To quantify the relative abundance, we took the raw RPKM value for each individual homologue and divided that by the total sum of both RPKM values to get a percentage. For the 6 genes with 2 homologs, we recommended that one homolog, based on the percentage, would be prioritized for future studies (Table 1). For example, *pkd1a* is more prevalent than *pkd1b* with *pkd1a* having over 90% abundance. This is consistent with our recent study showing that *pkd1a* is the major homolog of *PKD1* in zebrafish while *pkd1b* plays a redundant role (Zhu et al., 2017). 

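In GRCz11, *pkd1a* lies on chromosome 1 from 54282042 to 54425791 and *pkd1b* on chromosome 12 from 21697540 to 21748008. From the mean deposited values, *pkd1a* made up 93.6% of the pair in males and 92.0% in females. The share averaged over single libraries was 97.2% ± 5.60 (SD, n = 4) in males and 89.0% ± 11.14 (SD, n = 5) in females, and did not differ between sexes (2-sided exact permutation test, p = 0.246, adjusted p = 0.333 over the 6 pairs by the Benjamini-Hochberg method). Both genes had low counts. The mean of *pkd1a* was 47.5 ± 38.2 (SD, n = 4) in males and 61.8 ± 35.0 (SD, n = 5) in females. The counts of *pkd1b* were 0 in M1, M2 and pkd1M4 and 13 in pkd1M1, so 1 library supplied every count of *pkd1b* in males, and without it the male share of *pkd1a* was 100%. In females *pkd1b* had counts of 0 in F1 and F3, 11 in F2, 8 in F4 and 8 in F6. The lowest share of *pkd1a* in any library was 74.2%.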

We also identified the more predominant homolog for the other remaining genes: *ganabb*, *arl3b*, *tmem237b*, *glis2a*, and *cpps1b* as compared to their other homolog (Table 1).

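The gene *ganabb* made up 70.0% of its pair in males and 75.2% in females. For *arl3b*, on chromosome 12 of GRCz11 from 33966414 to 33972798, the shares were 88.3% and 84.8%. The share of *tmem237b*, on chromosome 6 from 9898683 to 9916534, was 100% in males, where *tmem237a* had no counts, and 96.0% in females. For *glis2a*, on chromosome 22 from 26524760 to 26558166, the shares were 88.1% in males and 94.9% in females. For *cspp1b*, on chromosome 2 from 42039036 to 42071558, they were 68.6% and 75.8%. Across single libraries these homologs held more than 50% of the pair in all 9 libraries, except *glis2a*, which did so in 8. In pkd1M4 *glis2a* had a count of 1 and *glis2b* a count of 2, a share of 33.3%. The smallest p-values for a difference between sexes were those of *glis2a* (p = 0.0238) and *ganabb* (p = 0.0397) in 2-sided exact permutation tests, and neither passed the Benjamini-Hochberg adjustment over the 6 pairs (adjusted p = 0.119 for both). Reads that fit both members of a pair could have been divided between them by the authors' counting.

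**Figure D1:**
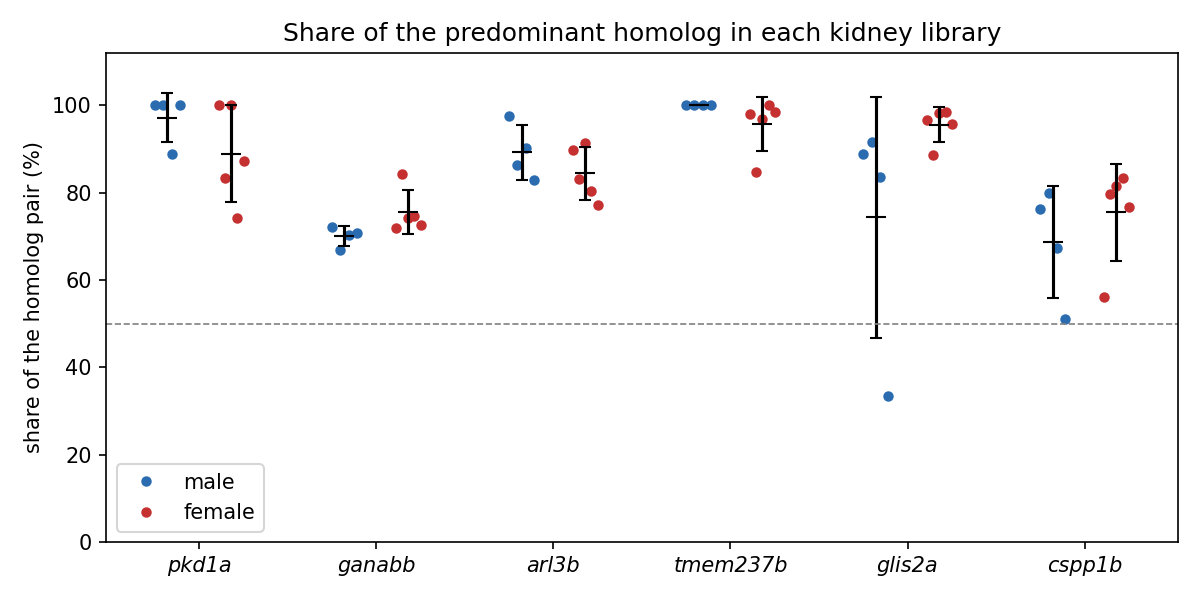
Share of the predominant homolog in its pair, in percent, for each kidney library. Points are libraries (4 male in blue, 5 female in red), black bars are the mean ± SD of the library shares, and the dashed line marks 50%. The male library pkd1M4 has the lowest share, 33.3% for *glis2a*.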

**TABLE 1:** Predominant homolog of zebrafish genes with multiple homologs can be predicted based on their relative abundance in kidney.

Human Gene	Zebrafish Homolog	Identity (%)	Abundance (Female, RPKM)	Relative Abundance (%, Female)	Abundance (Male, RPKM)	Relative Abundance (%, Male)	Predominant homolog
***PKD1***	*pkd1a*	39.6	61.99	92.2	47.19	93.6	***pkd1a***
	*pkd1b*	30.1	5.34	7.9	3.29	6.4	
***GANAB***	*ganaba*	64.1	1035.1	24.8	1300.4	30	***ganabb***
	*ganabb*	66	3146.28	75.2	3039.12	70	
***ARL3***	*arl3a*	95.1	57.81	15.2	45.44	11.6	***arl3b***
	*arl3b*	94.5	322.28	84.8	344.94	88.4	
***TMEM237***	*tmem237a*	52.6	10.70	4	0	0	***tmem237b***
	*tmem237b*	52.3	255.91	96	137.77	100	
***GLIS2***	*glis2a*	50.5	399.28	94.8	91.16	88.2	***glis2a***
	*glis2b*	52.6	21.85	5.2	12.197	11.2	
***CSPP1***	*cspp1a*	38.6	158.88	24.3	181.33	31.4	***cspp1b***
	*cspp1b*	32.2	495.48	75.7	395.43	68.8	

### 3.3 Transcriptomic sexual dimorphism occurs in zebrafish kidneys

We next wanted to determine if there was sexual dimorphism at the transcriptomic level in zebrafish kidneys. Indeed, when comparing transcriptome of zebrafish kidneys of different sex, we found that transcripts in male and female kidneys form distinct clusters, with those in male fish circled in blue and those in female fish circled in red, as indicated by PCA analysis (Figure 2A). 

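A principal component analysis was made of log2 CPM with a prior count of 2 over the 22148 genes kept by the filter. The first component held 31.2% of the variance and the second 15.6%. Male libraries had PC1 scores from 87.9 to 150 and female libraries from -111 to -27.1, so the sexes did not overlap on this component (2-sided exact permutation test, p = 0.00794, the smallest p that 4 libraries against 5 allow). Library F6 lay nearest the males at -27.1, while the other females lay between -111 and -87.8. Over the 500 most variable genes, the setting that moved the first component most among those chosen in advance, its share was 39.1% and the sexes still did not overlap.

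**Figure D2:**
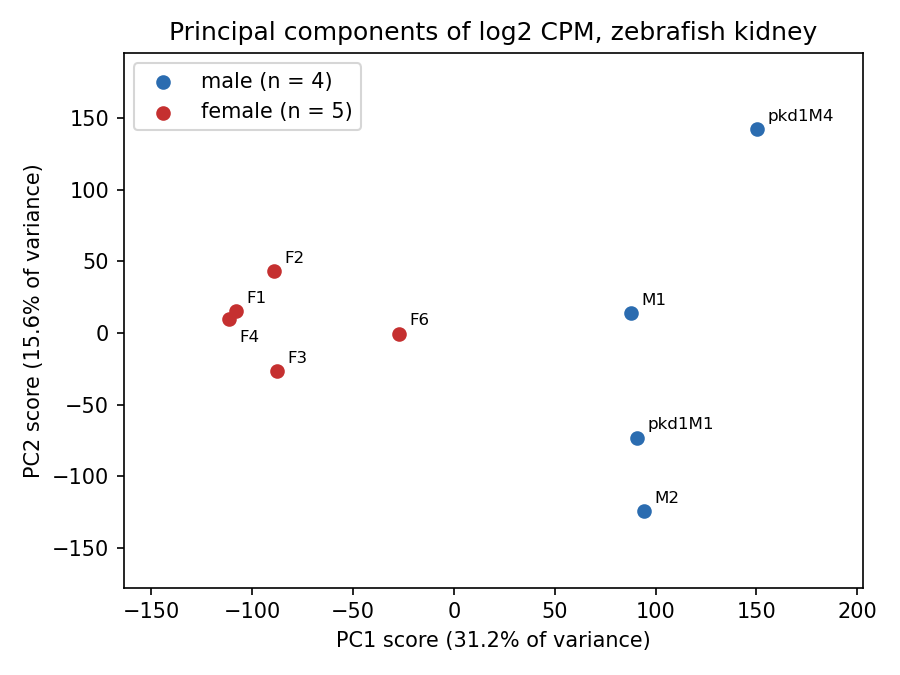
Scores of each kidney library on the first (x axis, 31.2% of variance) and second (y axis, 15.6% of variance) principal component of log2 CPM. Each point is a library, with 4 males in blue and 5 females in red. All males have positive and all females negative PC1 scores.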

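Of the 22148 genes tested between male and female kidneys with edgeR's quasi-likelihood test, 1448 had an adjusted p-value under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1.5. Of these, 771 were higher in males and 677 higher in females. Their median log2 fold change was 2.14 among the genes higher in males and -2.44 among those higher in females. The biological coefficient of variation between libraries was 0.688. The count ranged from 1086 to 1707 when each library was left out in turn, and 766 genes passed both thresholds in all 9 of these fits and in the fit with all libraries. The alternatives that moved the count most downward were chosen after seeing the data, and gave 355 genes with M1, M2, F1 and F2 only, 635 with the males named without pkd1 only and 637 with a term for the libraries named with pkd1. With a limit on the fold change itself of 1.5 the count was 2899.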

Using EdgeR, we identified a total of 2,422 DEGs between sexes (FDR <0.05, log2fold change of > |1.5|). Genes marked as green are downregulated, genes marked as red are upregulated, and genes marked as black are not differentially regulated (Figure 2B). Unbiased clustering heatmaps show distinct expression differences in genes between male and female kidneys, i.e., many genes with lower expression levels in males (shown in blue) have higher expression levels in females (shown in red), and *vice versa* (Figure 2C). 

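Hierarchical clustering of the libraries on 1 minus the Pearson correlation of log2 CPM, with average linkage, placed the 4 male libraries on one branch of the first division and the 5 female libraries on the other. This was so over all 22148 genes and over the 1448 genes past both thresholds, which were themselves chosen by sex. Among the genes with the smallest p-values, *grn2*, on chromosome 19 of GRCz11 from 40196462 to 40199098, had 8.58 ± 2.76 CPM (SD, n = 4) in males and 1363 ± 361 CPM (SD, n = 5) in females. Its log2 fold change was -7.31 (standard error 0.37, adjusted p = 2.27e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene *slc2a9l1*, on chromosome 11 from 19490335 to 19501440, had 2639 ± 697 CPM (SD, n = 4) in males and 82.3 ± 32.8 CPM (SD, n = 5) in females. Its log2 fold change was 5.00 (standard error 0.36, adjusted p = 9.02e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The others named by the same rule were *coq10b*, *fdx1*, *si:ch211-207n23.2* and *si:ch211-132b12.7*, higher in males by log2 fold changes of 2.92, 3.71, 4.21 and 3.78, and *gda*, *cxcl11.5*, *apoeb* and *anxa2a*, with -6.02, -5.17, -2.76 and -2.91. All 10 passed both thresholds with any single library left out.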

To query what pathways these DEGs are involved, we used Metascape and found that the biggest differences were in the nuclear receptors pathway and pathways of transporting small molecules (Figure 2D). Other pathways of note include cell response to cytokines, kinases, xenobiotics, and extracellular components. These results indicate that genetic differences do exist between male and female zebrafish kidneys.

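Among the 1448 genes past both thresholds, 1265 (87.4%) had every library of one sex above every library of the other after normalization. Among all genes tested this held for 3651 (16.5%), where chance gives 1.59% for 4 libraries against 5. Across genes, which are not independent replicates, Pearson correlations of log2(CPM + 1) between libraries ranged from 0.926 to 0.954 within a sex and from 0.866 to 0.940 between sexes. From its own results, the pathways of Fig. 2D among them, the paper infers genetic differences between the kidneys of male and female zebrafish.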

**FIGURE 2:**
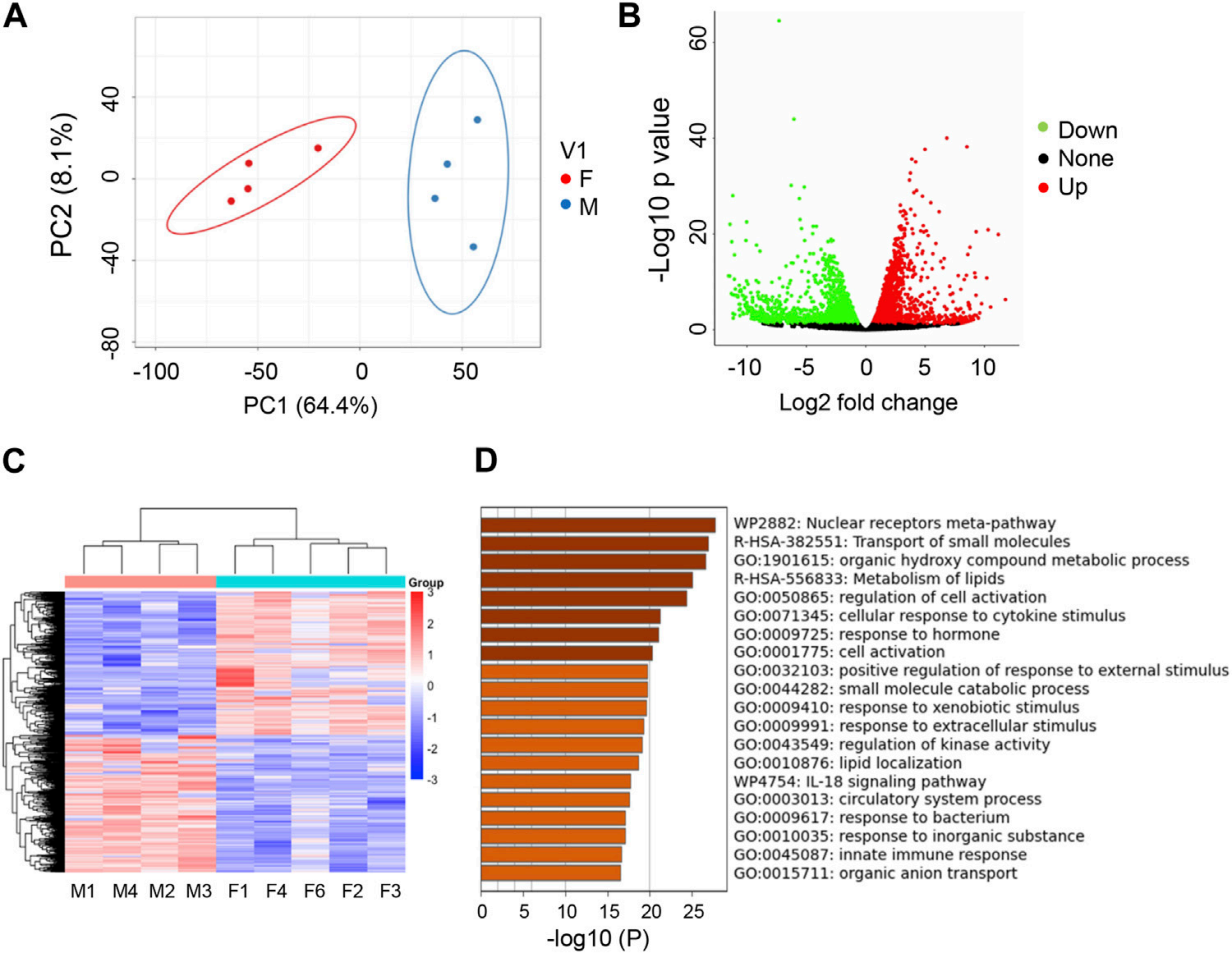
Transcriptome studies uncover sexual dimorphism in zebrafish kidneys. **(A)** PCA analysis of RNAseq data for male (M) vs. female (F) kidneys (4 replicates per group). **(B)** Volcano Plot of M vs. F kidneys (4 replicates per group). Significantly differentially expressed genes (−1.5 < log_2_FC > 1.5, FDR <5%) are highlighted green (downregulated) or red (upregulated). **(C)** Heatmap of total genes in M v F kidneys. **(D)** Metascape analysis of top differentiated pathways.

To further test the conservation of the zebrafish model, we sought to compare transcriptomes that define sex dimorphism in zebrafish and in mouse. In the original report, the cutoff for mouse genes was a significance of <0.05, with three to four replicates (Menezes et al., 2016). Using an FDR<5%, we identified 2,422 and 2,351 genes in zebrafish and mouse, respectively. 

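With an adjusted p-value under 0.05 and no limit on the fold change, 2928 of the 22148 genes differed between male and female zebrafish kidneys (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Of these, 1554 were higher in males and 1374 in females. When each library was left out in turn, the count ranged from 1948 without pkd1M1 to 3343 without F6.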

Comparing these zebrafish and mice genes, we observed an overlap of 493 common DEGs, which is 10.2% of the total DEGs (Figure 3A). To determine if there are shared signaling pathways between zebrafish and the mouse studies, we performed ingenuity pathway analysis (IPA) on both the zebrafish and mouse genes independently. Focusing on the significant canonical pathways in each species, there were 173 shared pathways, which represent 37.9% of total significant pathways (Figure 3B). We graphed the gene expression within the top pathways to understand the expression differences of these shared pathways between species (Figure 3C; Table 2). While the direction of gene expression is similar between species, the gene expression difference between male and female was greater in zebrafish than mouse, suggesting that sexual dimorphism-associated kidney phenotypes might be more easily studied in fish than mouse. To obtain a balanced view and to determine the nature of this phenomenon, we also evaluated the different signaling pathways between zebrafish and mouse. We plotted the change in activation profile by examining the IPA canonical pathway Z-scores and comparisons were made for pathways that had an absolute Z score difference greater than 2.5 between the two species (Supplementary Figures S2A, 2B). We observed 26 pathways that fit this criterion, which include but are not limited to autophagy, PI3K-AKT signaling, and endothelin signaling amongst others. Together, these results indicate that despite some differences, molecular pathways underlying sex dimorphism are shared between zebrafish and mouse, lending credence to the zebrafish as a viable animal model to study PKD.

**FIGURE 3:**
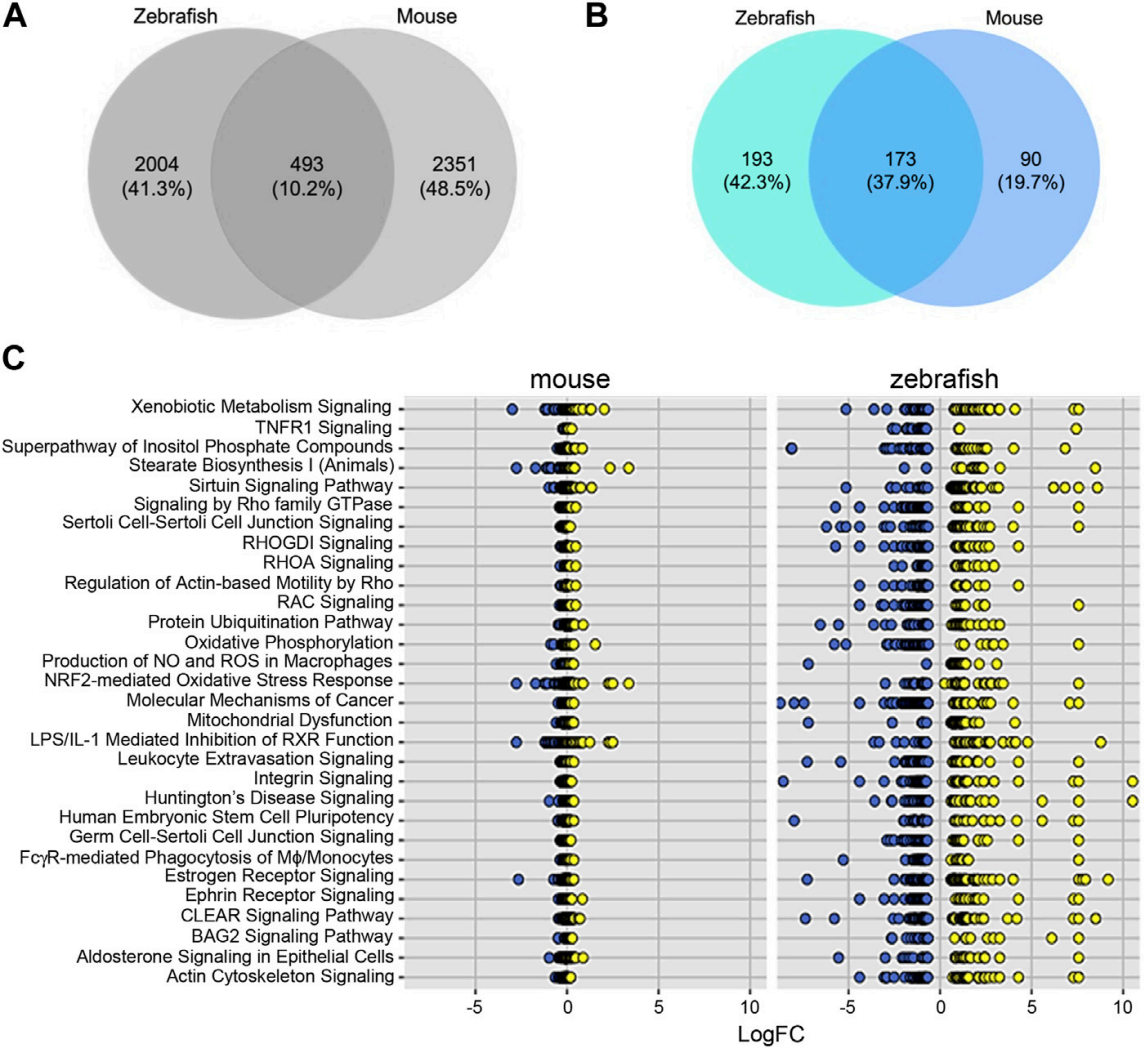
Differentially expressed genes and pathways underlying sex dimorphism are shared between zebrafish and mouse kidneys. **(A)** Venn diagram of shared genes between zebrafish and mouse. **(B)** Venn diagram of shared pathways between zebrafish and mouse. **(C)** Plot of log2fold change of shared IPA.

**TABLE 2:** Z-scores of shared pathways between sexual dimorphism in zebrafish and mouse.

Pathway	Zebrafish z-score	Mouse z-score
Actin cytoskeleton signaling	−0.544	−1.372
Aldosterone signaling in epithelial cells	−0.832	−2.041
Autophagy	0.649	0.781
BAG2 signaling pathway	2.138	−0.632
CLEAR signaling pathway	−0.911	1.612
Ephrin receptor signaling	−2.137	−0.392
Estrogen receptor signaling	0.128	−1.089
Fcg receptor-mediated phagocytosis in macrophages and monocytes	−1.768	−1.213
Human embryonic stem cell pluripotency	−0.522	−3.286
Huntington’s disease signaling	1.633	−1.134
Integrin signaling	−0.866	−2.121
Leukocyte extravasation signaling	−2.333	−2.2
LPS-stimulated MAPK signaling	−2.183	−0.447
LPS/IL-1 mediated inhibition of RXR function	−2.357	0.243
NRF2-mediated oxidative stress response	0.626	1.177
Oxidative phosphorylation	5.864	−3
RAC signaling	−2.137	−2.611
Regulation of actin-based motility by Rho	−1.3	−0.5
RHOA signaling	0.343	−1.043
RHOGDI signaling	0.801	1.095
Signaling by Rho family GTPases	−2.309	−3.683
Sirtuin signaling pathway	−1.75	1.286
Super pathway of inositol phosphate compounds	−1.581	−1.677
TNFR1 signaling	−2.524	0.905
Xenobiotic metabolism general signaling pathway	−0.577	−1.18

### 3.4 Transcriptome studies suggested candidate signaling pathways and genes for sex dimorphism in zebrafish kidney

To delve deeper on genes that is important for sex dimorphism in zebrafish, we analyzed DEGs in the following shared signaling pathway between zebrafish and mouse: Coordinated Lysosomal Expression and Regulation (CLEAR) signaling, Sirtuin and Xenobiotic Metabolism. Highlighting the CLEAR pathway, we noted 59 key genes with distinct expression patterns. Heatmaps of these 59 CLEAR genes noted clear distinctions of unique genes up or downregulated in male vs. female fish (Supplementary Figure S3A). The same could be said for the genes in the Sirtuin heatmap and the xenobiotic pathway heatmap (Supplementary Figures S3B, 3C). Genes that had the greatest fold expression for the CLEAR pathway include *rras2, tgfa, ntrk3a, tcirg1b*, and *vegefab*. 

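In the kidney libraries *rras2*, on chromosome 7 of GRCz11 from 27834130 to 27887883, had 183 ± 49.2 CPM (SD, n = 4) in males and 35.2 ± 5.94 CPM (SD, n = 5) in females, a log2 fold change of 2.38 (standard error 0.22, adjusted p = 0.000273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *tgfa*, on chromosome 6 from 40992409 to 41009381, the log2 fold change was 3.43 (standard error 0.49). For *ntrk3a*, on chromosome 25 from 11795683 to 12203961, it was 4.21 (standard error 0.64), and for *vegfab*, on chromosome 4 from 5568688 to 5597802, it was 1.83 (standard error 0.32). The gene *tcirg1b*, on chromosome 14 from 16777308 to 16810489, was lower in males, with a log2 fold change of -2.25 (standard error 0.29). In all 5 genes the libraries of the sexes did not overlap, and all 5 passed both thresholds with any library left out.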

Sirtuin genes with the greatest fold change included *nqo1, pck1, pfkfb3, arg2,* and *g6pd*. 

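The gene *pck1* lies on chromosome 6 of GRCz11 from 60055168 to 60062097 and had 168 ± 71.5 CPM (SD, n = 4) in males and 1.41 ± 2.27 CPM (SD, n = 5) in females. Its log2 fold change was 6.93 (standard error 1.27, adjusted p = 0.00603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of *nqo1*, on chromosome 7 from 56703254 to 56722320, was 3.34 (standard error 0.33). That of *arg2*, on chromosome 13 from 33024547 to 33034374, was 2.74 (standard error 0.41). The gene *pfkfb3*, on chromosome 4 from 25472505 to 25485404, was lower in males, at -2.69 (standard error 0.29). Males and females did not overlap in *pck1*, *nqo1*, *arg2* or *pfkfb3*.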

Xenobiotic genes that were found to have the greatest fold change include *nqo1, rras2, abcc2, il1b*, and *ugt8* (Supplementary Figure S3D). These genes in the specific pathways act as potential targets for future experimental studies to decipher underlying mechanism of sex dimorphism.

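For *abcc2*, on chromosome 13 of GRCz11 from 681628 to 711576, the libraries gave 146 ± 58.4 CPM (SD, n = 4) in males and 22.1 ± 10.2 CPM (SD, n = 5) in females, a log2 fold change of 2.72 (standard error 0.37, adjusted p = 0.00139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene *ugt8*, on chromosome 1 from 20556067 to 20593778, had 45.0 ± 7.00 CPM (SD, n = 4) and 13.5 ± 1.78 CPM (SD, n = 5), with a log2 fold change of 1.74 (standard error 0.18). Both passed the thresholds with each library left out.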

As an alternative way to discover candidate genes for sex dimorphism in zebrafish kidney, we used STRING analysis to identify gene clusters (Figure 4A). We were able to identify a cluster of around 150 genes closely associated to one another, many of which had large associations to one another based on the number of nodes (Figures 4B, C). 

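Of the 31 genes that Fig. 4C lists, 27 were matched to the table and 22 had enough counts to be tested. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 16 had an adjusted p-value under 0.05 and 13 also passed the fold change threshold, 12 higher in females and 1 in males. The one higher in males was *psmd6*, on chromosome 11 of GRCz11 from 19502297 to 19511548, with a log2 fold change of 3.08 (standard error 0.32). Among the cell cycle genes, *cdc20*, on chromosome 2 from 19217586 to 19234469, had 10.8 ± 5.45 CPM (SD, n = 4) in males and 38.4 ± 17.7 CPM (SD, n = 5) in females, a log2 fold change of -1.83 (standard error 0.42). The egg coat gene *zp2.2*, on chromosome 20 from 54290356 to 54292173, had 0.130 ± 0.260 CPM (SD, n = 4) in males and 168 ± 343 CPM (SD, n = 5) in females, so its female SD exceeded its mean. In 19 of the 27 genes F1 was the highest female library, and without F1 the number past both thresholds was 8. In every male library 6 of the genes, among them *cldnd*, *gtf3ab* and *cth1*, had 3 counts or fewer. Against a floor of 3 counts the female means of *cldnd*, *gtf3ab* and *cth1* were at least 270-fold, 117-fold and 109-fold higher. F1 had 125, 56.3 and 51.2 CPM of these genes, and no other female library had more than 4.99, 1.32 and 1.53 CPM.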

The heatmap of the 150 network genes shows a clear distinction between male and female fish kidneys (Figure 4D). IPA analysis of this cluster of genes revealed enrichment of pathways involved in TNF-related weak inducer of apoptosis (TWEAK) signaling, NOD1/2 signaling, and cell cycle regulation (Figure 4E).

**FIGURE 4:**
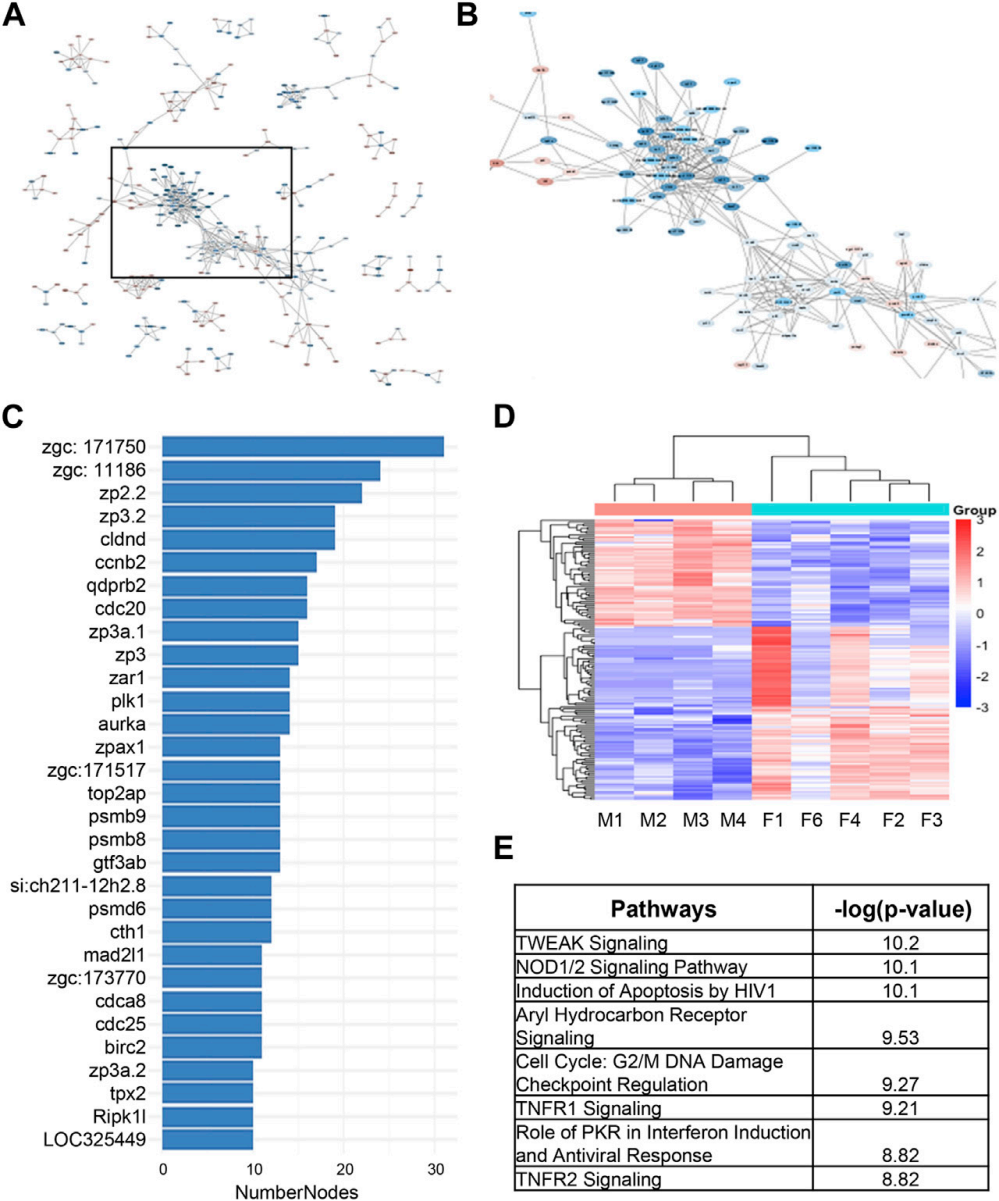
STRING analysis of differentially expressed genes underlying sex dimorphism in zebrafish kidneys. **(A)** String analysis of all DEGs in male vs. female zebrafish kidneys. Confidence score was set to 0.9. **(B)** Zoomed in area of clustered genes from (A). **(C)** Number of nodes in string cluster. **(D)** Heatmap of STRING Cluster genes in male and female zebrafish kidneys in (B). **(E)** IPA analysis of STRING Cluster genes in (B).

Finally, to confirm the results from RNAseq analysis, we performed qPCR on the genes identified in this cluster. Consistent with the RNAseq data (Figure 5A), *ahr1a, agxtb, hsp90aa1.2, cbsb*, and *ahcyl2a* were found to be significantly upregulated in male kidney relative to female kidney (Figure 5B); *tnfrsf9a*, *nfkbiaa, casp3b*, *ccnb3,* and *ilb1* were significantly upregulated in female fish relative to male fish (Figure 5C). These results confirmed the fidelity of our RNAseq analysis for genome-wide gene expression studies.

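In the sequenced libraries all 10 genes of Fig. 5A passed both thresholds, and the male and female libraries of each did not overlap. The paper picked these genes for their large differences in the same libraries, so this outcome was favored by that choice. It is not independent of the paper's sequencing result. The gene *ahr1a*, on chromosome 16 of GRCz11 from 20012190 to 20038263, had 42.5 ± 22.6 CPM (SD, n = 4) in males and 0.691 ± 0.509 CPM (SD, n = 5) in females. Its log2 fold change was 5.95 (standard error 0.63, adjusted p = 0.000491 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *agxtb*, on chromosome 2 from 22676743 to 22688651, it was 4.15 (standard error 0.58), and F6 had 165 CPM where the other females had 20.8 to 50.1. The log2 fold changes of *hsp90aa1.2*, on chromosome 20 from 53967350 to 53981626, *cbsb*, on chromosome 9 from 9180620 to 9228941, and *ahcyl2a*, on chromosome 25 from 21800397 to 21822426, were 3.14, 3.10 and 2.53. Higher in females were *tnfrsf9a*, on chromosome 23 from 30006206 to 30010042, with -4.11, and *il1b*, on chromosome 10 from 44955106 to 44964776, with -3.26. For *ccnb3*, on chromosome 7 from 22981441 to 23006732, *casp3b*, on chromosome 14 from 4125363 to 4145594, and *nfkbiaa*, on chromosome 20 from 16881883 to 16884737, they were -3.13, -2.62 and -2.38. With any library left out, all 10 genes kept their direction and passed both thresholds.

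**Figure D3:**
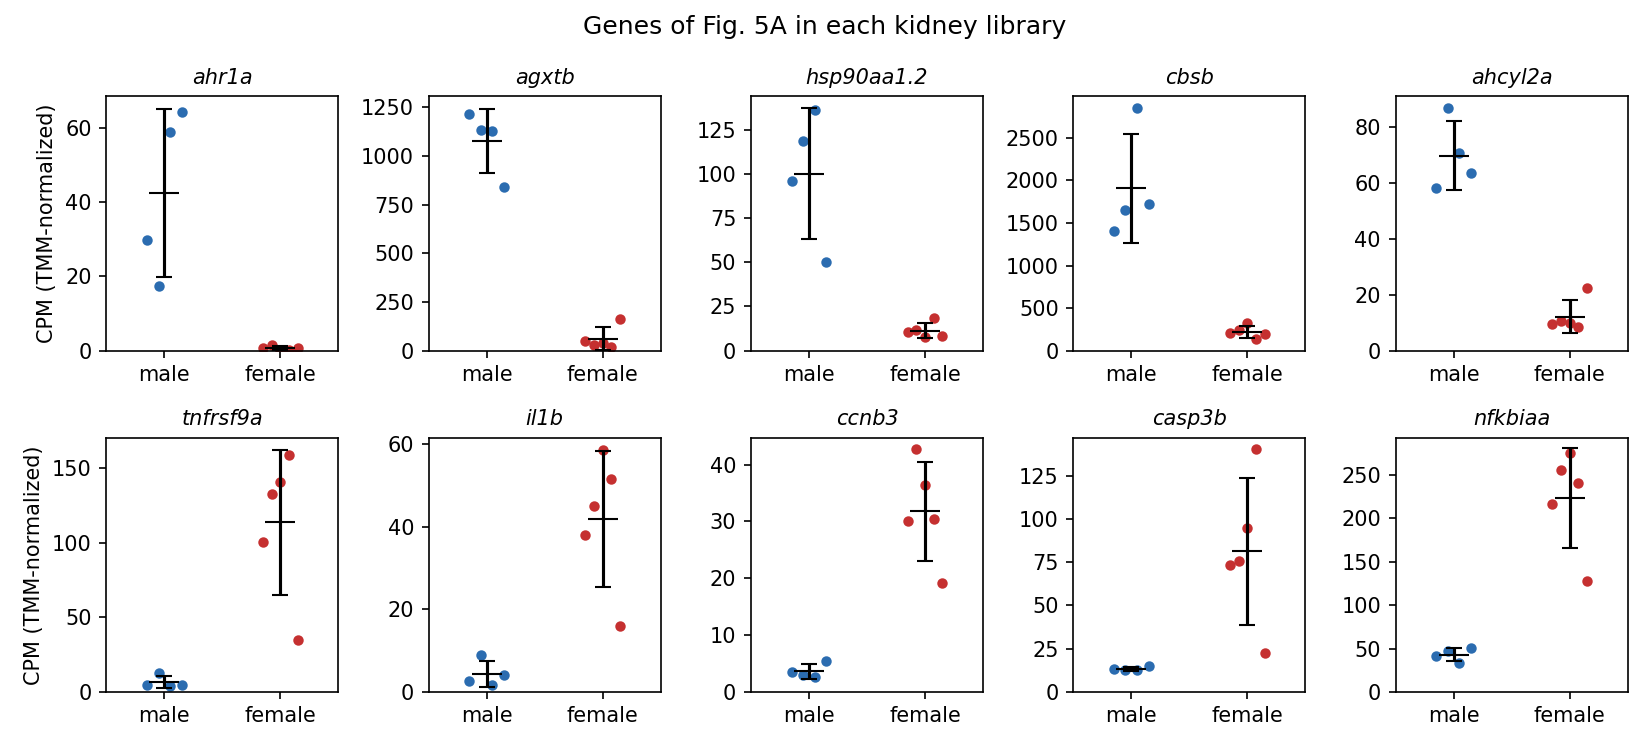
TMM-normalized CPM (y axis, starting at 0) of the 10 genes of Fig. 5A in each kidney library, by sex. Points are libraries (4 male in blue, 5 female in red) and black bars are the mean ± SD. In each gene all libraries of one sex lie above all libraries of the other.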

**FIGURE 5:**
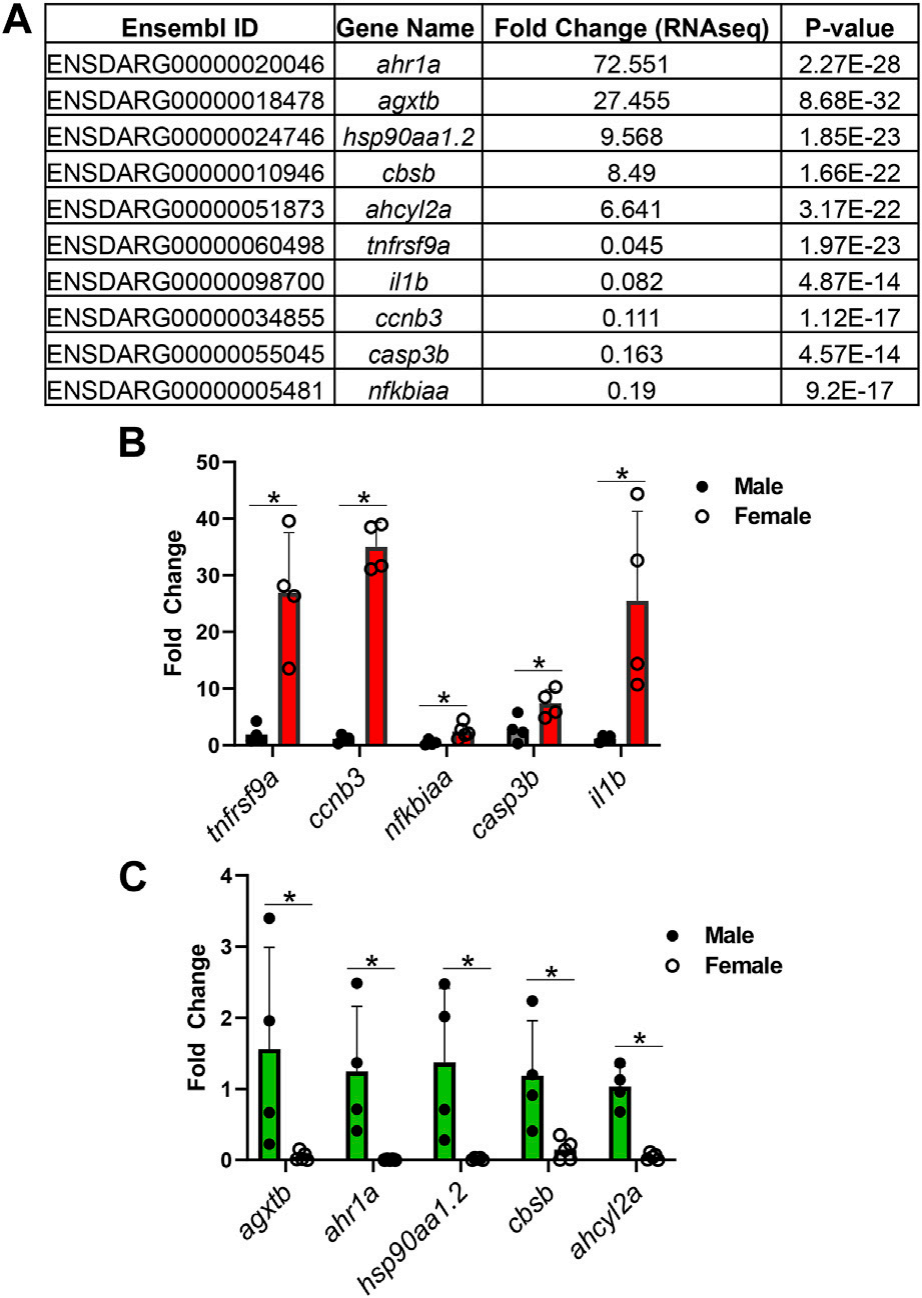
Sexually dimorphic genes from RNAseq analysis are validated by qPCR. **(A)** Table of top 10 genes and fold changes from RNAseq analysis. **(B)** qPCR validation of genes that were downregulated in male kidneys. **(C)** qPCR validation of genes that were upregulated in male kidneys. Four kidneys from male and female zebrafish were scored, respectively. *: *p* < 0.05.

## 4 Discussion

### 4.1 Molecular conservation of human cystic kidney disease-associated genes in zebrafish

The validity of zebrafish as a model for studying PKD in the past has come under scrutiny due to differences to mammalian models (Kramer-Zucker et al., 2005; Davidson, 2011; Howe et al., 2013). In the present manuscript, we provided the following two strong evidence to support the conservation of zebrafish for PKD studies. First, we demonstrated 99% conservation of 82 cystogenic genes, including 6 ADPKD-associated genes (*PKD1, PKD2, IFT140, DNAJB11, ALG9,* and *GANAB*), 1 ARPKD causative gene (*DZIP1L*), and 75 renal ciliopathy genes (Porath et al., 2016; Lu et al., 2017; Cornec-Le Gall et al., 2018; Besse et al., 2019; McConnachie et al., 2021; Senum et al., 2022). The only gene that did not have a zebrafish homolog was *PKHD1,* the major ARPKD gene that encodes for the Fibrocystin (Ward et al., 2002). To date there is not a known direct homolog of this gene found in zebrafish. Second, out of 81 genes, 75 have a single fish homolog, while only 6 of these genes (7.4%) have two homologs. Through abundance analysis we were able to identify which isoform is the more predominant form and should be focused upon, and thus addressed a common criticism that multiple homologs for a mammalian gene can potentially confound genetic studies in zebrafish. Our analysis indicated that renal cystic disease genes are much conserved in zebrafish than approximately 70% conservation of all genes and less expanded than the average 30% duplication (Howe et al., 2013). Importantly, our work would facilitate future experimental studies to further validate the conservation of zebrafish, via systematically generating genetic models for PKD of different etiology. When there are two or more zebrafish homologs for a certain human gene, we recommend prioritizing the predominant isoform. This notion is supported by our previous studies of *pkd1a* and *pkd1b* mutants. We showed that *pkd1a* fish develop severe phenotypes and *pkd1b* fish are generally normal (Zhu et al., 2017). For *GANAB, Tmem237*, *Cspp1*, *Arl3*, and *Gis2* that all have 2 zebrafish homologs, the predominant homolog was also predicted. It remains to be experimentally tested whether the predominant isoform would play more important roles in cyst development and progression.

### 4.2 Conservation of transcriptome underlying sexual dimorphism in zebrafish

Sexual dimorphism of kidney genes has previously been reported in mice, particularly in genes that regulate fatty acid oxidation (Menezes et al., 2016). IPA analysis on this previously published data set also revealed other key differences in signaling pathways outside of fatty acid oxidation. Here, we identified 173 total pathways that are shared between zebrafish and mice, resulting in 37% shared pathways. These pathways include xenobiotic metabolism, CLEAR signaling, and sirtuin biosynthesis, amongst others. Through comparison we also showed that there is more dynamic gene change expression in zebrafish relative to mouse. These data indicated that conservation between fish and mouse is high, justifying the zebrafish PKD model as a viable model for future studies.

One of the pathways that is affected across different model systems is the CLEAR signaling pathway. Of note, some of the genes with the greatest fold change in expression were *rras2, tgfα, ntrk3a, tcirg1b*, and *vegefα*. Of these genes, serum *VEGFα* serves as a biomarker for ADPKD progression (Reed et al., 2011; Leierer et al., 2021); *Tgfα* is upregulated in the cystic epithelia of PKD patients and transgenic overexpression of *Tgfα* promotes renal cyst formation (Gattone et al., 1996; Lee et al., 1998). TFEB is the key transcriptional regulator of genes that harbors the CLEAR motif, and TFEB has been implicated in cystic kidney disease (Sardiello et al., 2009; Calcagni et al., 2016; Shillingford and Shayman, 2023). The xenobiotic pathway is involved in the breakdown of drugs/foreign compounds. While there have not been reports establishing the link of Xenobiotic metabolism in PKD specifically, sexually dimorphic expression of xenobiotic genes has been observed in rats (Kwekel et al., 2013). Sirt1, a member of the Sirtuin pathway, has been implicated in ADPKD, as double knockouts of *Sirt1* and *Pkd1* resulted in prevention of cyst formation (Zhou et al., 2013). Future studies will be needed to demonstrate whether male vs. female zebrafish manifest different severity in modeling PKD of different etiology, as we have already noted in the *tmem67* model, in which renal cysts were mainly developed in males (Zhu et al., 2021). Several top pathways and top genes that have been uncovered here would be a great starting point to pinpoint underlying mechanism that is accountable for such sex dimorphism.

STRING/Hub analysis provided an alternative strategy to uncover a specific cluster of genes that could be important for the sex dimorphism. Some of the genes have been implicated in autophagy, ciliopathy, and kidney injury, which all play roles in PKD. For instance, *Hsp90aa1* is involved in autophagy (Macri et al., 2015). *AGXT* has been linked to ciliopathy (Gee et al., 2014). *NFKBIA* is implicated in kidney injury through DNA damage/senescence pathways (Kolesnichenko et al., 2021). Further investigation of these genes could be conducted in the future to reveal their functions in cystogenesis.

### 4.3 Implications of zebrafish as an animal model for PKD studies

Through validation of molecular conservation of PKD associated genes, the present study justified future experimental efforts to establish zebrafish as a faithful animal model for this disease. The identification of all zebrafish homologs of cystic kidney disease genes laid the foundation for systematic generation of the corresponding genetic models. Phenotyping of these future models in adult zebrafish is feasible, as exemplified by our recent study of *tmem67* mutants (Zhu et al., 2021). It is anticipated that comparison among these models could uncover both common and unique pathological events among PKD models with different etiology, which would justify the use of this lower vertebrate model for developing genotype-guided therapies. Another stringent criterion to test the fidelity of this vertebrate model would be to assess whether replacing a wild type gene with a disease-causing variant that was found in human patients (knock in) can recapitulate PKD-like phenotypes in zebrafish. If established, zebrafish could offer an efficient *in vivo* platform for evaluating large number of *PKD1* or *PKD2* variants that are discovered clinically with unknown significance.

The major driving force for establishing cystic kidney disease in a simpler but more efficient zebrafish model is the potential to conduct genetic screens. As exemplified by our recent studies in cardiomyopathy, insertional mutagenesis-based forward genetic screens can be carried out in zebrafish for systematic identification of genetic modifiers, which could lead to the identification of novel therapeutic targets such as *dnajb6* and *rxra* (Ding et al., 2011; Ding et al., 2016; Ma et al., 2020). F0-based genetic assays, which do not involve the necessity of generating stable mutants, have also been recently implemented in zebrafish for rapid assessment of modifying effects of candidate genes, such as those suggested from transcriptome studies (Ata et al., 2018; Ding et al., 2022). Both the forward genetic screen and F0-based screen could be used to search genetic modifiers of PKD. Therefore, zebrafish models have the potential to accelerate the discovery of underlying mechanisms of PKD, as well as the development of mechanism-based therapies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Kidney transcriptome and cystic kidney disease genes in zebrafish
**Source:** Front Physiol. 2023 May 4;14:1184025. doi: 10.3389/fphys.2023.1184025
**Supplement:** Supplementary file 1

Supplementary Table 1: Human cystic kidney disease genes with associated zebrafish homologs

Supplementary Table 2: Zebrafish cystic kidney disease genes have different expression level in kidney

Supplementary Table 3: qPCR Primer Sequences

| **Gene Name** | **Primer Sequence** |
| --- | --- |
| *tnfrsf9a-*F | 5’ AAATGCTGGCTGGTTTTCC |
| *tnfrsf9a-*R | 5’ TGCCAGGTTCACATGGTTTA |
| *ccnb3-*F | 5’ TTGCAAAGATCCGATTCCTC |
| *ccnb3-*R | 5’ TCCACCAGAATCGCTCTCAT |
| *nfkbiaa-*F | 5’ TCAAACAGTGCCAGAACGAC |
| *nfkbiaa-*R | 5’ CAGGTGCTGGGTCTGAATCT |
| *casp3b-*F | 5’ TTCAGATGGATGCCAAATCA |
| *casp3b-*R | 5’ TCATCTGTGAGACGGTCAGG |
| *il1b-*F | 5’ CGCTTGCAATGAGCTACAGA |
| *il1b-*R | 5’ CACTTCACGCTCTTGGATGA |
| *agxtb-*F | 5’ GGATTCAGTGGCATCATTGG |
| *agxtb-*R | 5’ CTGGTTTGCCATCATTACCC |
| *ahr1a-*F | 5’ GTTCCAGCCAACAAGCAAAT |
| *ahr1a-*R | 5’ TCATGCCGGTCTTCAGTATG |
| *hsp90aa1.2-*F | 5’ AGCAGCAGATGATGGAGGAT |
| *hsp90aa1.2-*R | 5’ CGCTCTTCTTTGTTGGGAAT |
| *cbsb-*F | 5’ GTGGCAGTGTGAAGGACAGA |
| *cbsb-*R | 5’ AATCTCAGCACCCAGAGCAC |
| *ahcyl2a-*F | 5’ CTCAGAATGAAGTGGCAGCA |
| *ahcyl2a-*R | 5’ TGTGAATGCCTGTGATGCTT |

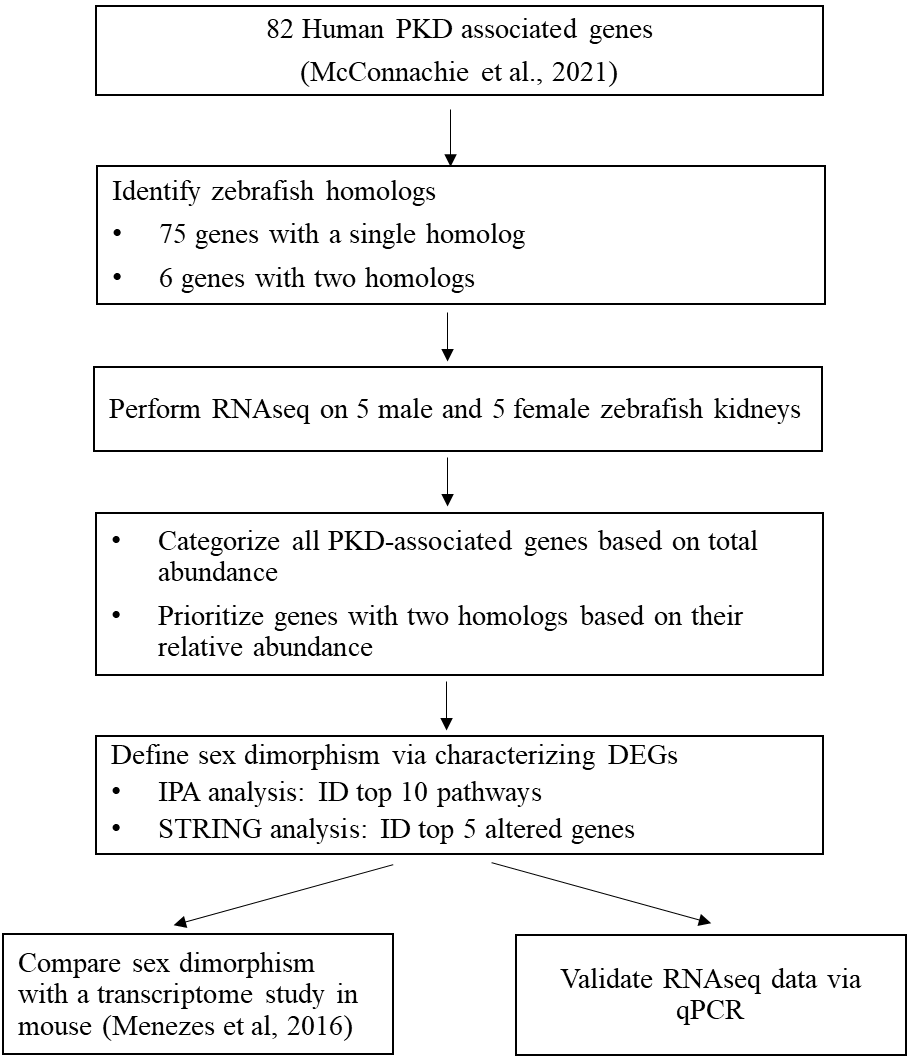

Supplementary Figure 1. Flowchart on experimental design

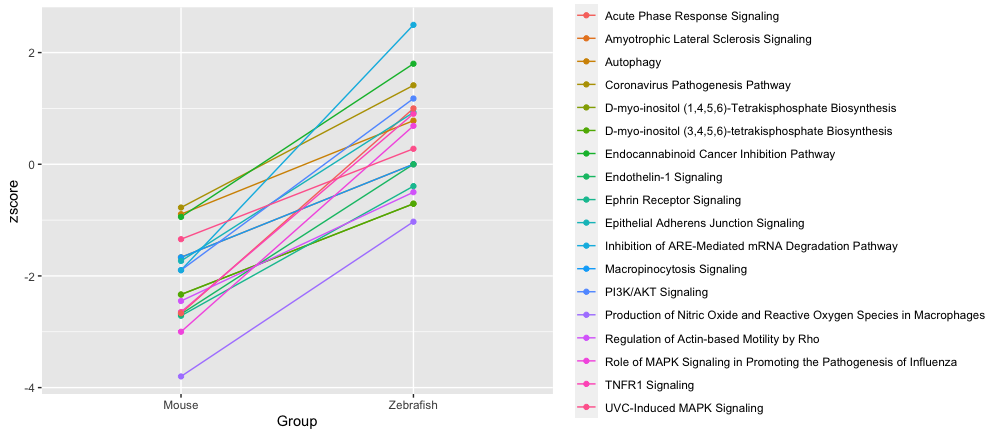

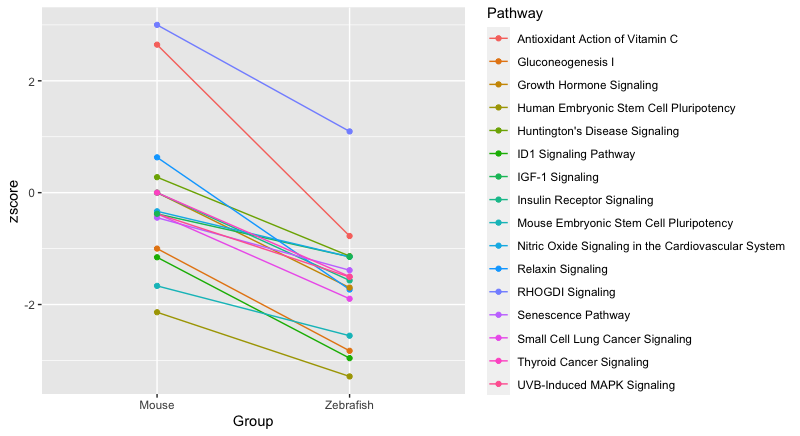

**A**

**B**

Supplementary Figure 2. 26 pathways have an absolute z-score difference >2.5. (**A**) Z-scores of pathways that are higher in zebrafish vs mouse. (**B**) Z-scores of pathways that are lower in zebrafish vs mouse.

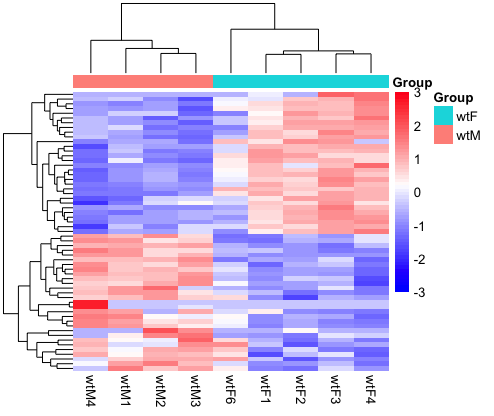

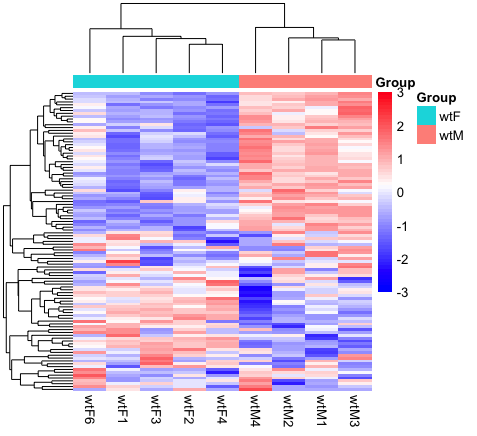

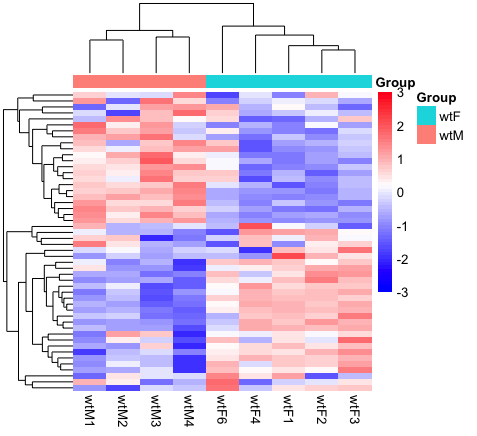

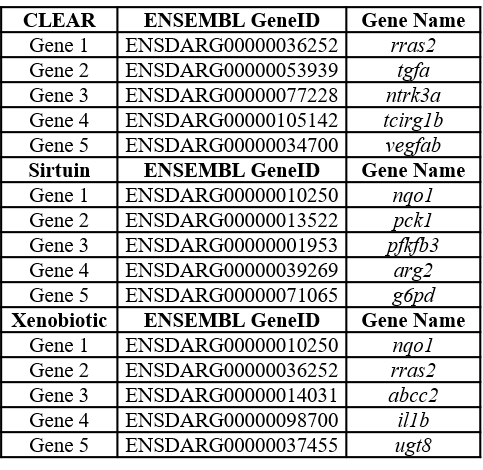

Supplementary Figure 3. Differentially expressed genes in three representative signaling pathways underlying sex dimorphism in zebrafish kidneys. (**A**) Heatmap of CLEAR genes in male vs female zebrafish. (**B**) Heatmap of Sirtuin genes in male vs female zebrafish. (**C**) Heatmap of Xenobiotic genes in male vs female zebrafish. (**D**) Table of top 5 DEGs in CLEAR, Sirtuin, and Xenobiotic pathways.

**A**

**B**

**C**

**D**

How the deposited data were processed for this re-analysis (not part of the article)

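RNA of kidneys from 12-month-old wild-type WIK zebrafish was sequenced in 4 male and 5 female libraries. The authors assigned paired-end reads to the transcripts of GRCz11 with Kallisto, a pseudoaligner that divides reads shared by similar transcripts by estimation. They summed the transcripts to genes with tximport as TPM scaled up to library size, so the deposited values are estimated counts per gene. All deposited values were whole numbers, and they were not normalized between libraries. The sizes of the deposited values move with the depth of a library, and the paper gives its limits for abundance groups as RPKM. Gene lengths of the build were not used here, so the limits were applied to the deposited values themselves. The number of columns of per-sample values left unused was 0.

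The table holds 30628 genes, 4721 of them without a symbol, and 534 symbols are carried by more than 1 gene. Genes were found by identifier, and by symbol where the paper gives no identifier. Of the homologs in Supplementary Table S1, 82 of 86 were matched, with 75 by the gene identifier of that table. Of the genes in Fig. 4C, Fig. 5A and Supplementary Figure S3D, 27 of 31, 10 of 10 and 12 of 12 were matched. Coordinates are those of GRCz11.

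Libraries were grouped by sex alone. The labels of the samples number 4 males and 5 females, the text of the paper gives 5 sets of kidneys of each sex, and the legend of Fig. 2 gives 4 replicates per group. The columns named pkd1M1, pkd1M4 and F6 carry no number that singles out a sample, so they were used as libraries of their sex with no replicate number.

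Genes with low counts were removed with edgeR's filterByExpr, library sizes were normalized with TMM, and the sexes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1.5, the thresholds the paper states. Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled. Single values were compared with exact permutation tests over the 126 splits of 9 libraries into 4 and 5, 2-sided, where the smallest possible p is 0.00794. Beyond the genes the paper names, the text names the 5 genes higher in each sex with the smallest p-value among those past both thresholds, with a symbol and with no overlap between sexes. Lists of genes typical of oocytes, vitellogenin, testis, liver, proximal tubule, distal tubule, erythroid, myeloid and lymphoid cells, the cell cycle and oxidative phosphorylation were tested with camera in limma 3.58.1, with a preset correlation of 0.01, and with fry. List scores were means of log2(CPM + 0.5). The list tests were adjusted over the 11 lists.

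Alternatives were RLE size factors, edgeR's exact test and likelihood ratio test, the Wald test of DESeq2 1.42.0, no filter, at least 10 counts in every library, each library left out in turn, the replicate number as a block, a fold change limit of 1.5 or none, a prior count of 0.5, the 500 most variable genes, unit variance, CPM and medians. Alternatives on RPKM were not run. Alternatives that treat the libraries named with pkd1 apart, that fit the 4 libraries of the block without it, or that limit the principal components to called genes were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9, and tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

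The tests were tried on simulated counts with 200 changed genes. Only genes with a mean count above 200 could be changed, so recovery among genes with lower counts was not tested. Every simulated change was larger in size than the median log2 fold changes of the genes called here, 2.14 and -2.44. Recovery of smaller changes, as most called genes have, was therefore not tested either. The quasi-likelihood test recovered 194 of 200 (97.0%), with 7 false calls among 201 in 22328 genes, and made 0 calls in 22299 genes with no simulated change. The DESeq2 test recovered 198 with 49 false calls and made 10 calls with no simulated change. Mouse libraries, pathway tools and quantitative PCR were not analysed here.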

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

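The tests of a mixed library F6, of the libraries named with pkd1, of the cell cycle genes without F1 and of the egg coat genes alone were chosen only after the result was seen. In 21 of 149 groups of libraries, the gap between the highest or lowest library and its nearest neighbour exceeded Dixon's limit for its share of the group's range. By chance about 7 of 149 are past it. The libraries were pkd1M4 in 5 groups, F6 in 4, F1 in 3, F2 in 3, M2 in 2, pkd1M1 in 2, M1 in 1 and F3 in 1, and F4 in 0. The groups are not independent, since several hold related genes.

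Library F6 stood nearest the males on the first principal component (gap 0.7207 of the female range), in the oxidative phosphorylation list (0.7394) and in *ahcyl2a* (0.7645), and was the lowest female in *birc2* (0.8091). RNA of a male kidney mixed into F6 would place it at one fraction of the way from female to male in every gene. By 944 genes higher in males, chosen without F6, its median position was 0.1603 (quartiles 0.0398 and 0.382), and by 763 genes higher in females it was 0.635 (quartiles 0.443 and 0.806). These quartile ranges did not overlap, which argues against such a mixture. A biological difference of this fish and a difference in its preparation stay open and were not tested.

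Library pkd1M4 was apart from the other males on the first component (0.8945), in the liver list (0.8539), where its summed level was 2393 CPM against 281 to 727 CPM in the other males, and in the share of *glis2a* (0.859), which rests on 3 counts. It was the only male library with counts of *zp3* (1, at 34 counts) and *si:ch211-12h2.8* (1, at 12 counts). Liver RNA in this library could add liver genes, and F2 was apart in the same list among females (0.7842), with 1588 CPM. The list did not differ between sexes (2-sided exact permutation test, p = 0.556), which argues against liver RNA as the cause of the difference between sexes. Liver RNA in these single libraries was not excluded. Without the libraries named with pkd1, 635 genes passed both thresholds, which argues against those libraries as carriers of the whole difference between sexes. Between the males named with and without pkd1, 0 of 21782 genes had an adjusted p under 0.05 (761 at an unadjusted p under 0.05, edgeR's quasi-likelihood test). With 2 libraries against 2 this comparison could miss most differences, so no conclusion is drawn from it.

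Library F1 was the highest female in the oocyte list (0.7126) and in *ccnb2* (0.7105), and the lowest in the share of *cspp1b* (0.7561). Ovary RNA in female libraries is a candidate source of the oocyte and egg coat transcripts, since the oocyte list was higher in females by an unadjusted test (2-sided exact permutation test, p = 0.0397, adjusted p = 0.0728 over 11 lists) and ordered them as the egg coat genes did. The males were also in one order by both, so that order is not specific to ovary RNA. No biological explanation was tested.

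The remaining groups rest on single genes. In males M1 alone had counts of *zp2.2* (1, at 12 counts) and pkd1M1 alone had counts of *zp3a.2* (1, at 15 counts) and of *pkd1b*, which set its share of *pkd1a* apart (1). M2 was the highest male in *plk1* (0.8365) and the lowest in *zpax1* (0.8685, at 2 counts). F2 was apart in the shares of *ganabb* (0.7753) and *tmem237b* (0.8007), and F3 had 0 counts of *psmb9* (0.7889). The authors' counting divides reads between similar copies by estimation, which touches the pairs of homologs and the egg coat genes. No test here separates this from a difference between fish.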

How the results depend on the processing

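Alternatives that treat the libraries named with pkd1 apart, that fit the 4 libraries of the block without a block, or that limit the principal components to called genes were chosen only after the result was seen. The count of 1448 genes past both thresholds was 1447 with RLE size factors, 1787 with the exact test, 1858 with the likelihood ratio test, 1807 with DESeq2, 1364 with no filter and 1339 with at least 10 counts in every library. Of the 1448 genes, 1439 were shared with RLE, 1356 with DESeq2, 1343 with no filter and 1192 with the count minimum. A fold change limit of 1.5 gave 2899 genes and no limit gave 2928. The 9 fits that each left out 1 library gave from 1086 to 1707 genes, and from 1948 genes without pkd1M1 to 3343 without F6 at an adjusted p under 0.05 alone.

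The replicate number could be used as a block in 4 libraries, M1, M2, F1 and F2. The block gave 859 genes past both thresholds and 905 at an adjusted p under 0.05. The same 4 libraries with no block gave 355 and 363. Across genes, the deviations of libraries with the same number had a correlation of -0.000325 over 2 pairs, so the numbers did not pair the samples. Fewer libraries were fitted, and the cause of other changes was not tested.

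With a term for the libraries named with pkd1, 637 genes passed both thresholds and 894 the adjusted p, and 64.1% of the 637 were higher in males against 53.2% of the 1448. With only the male libraries named without pkd1 the counts were 635 and 859, and with only those named with pkd1 they were 1216 and 1589. The median log2 fold change of all genes was -0.03 with all libraries, and -0.10 with the males named without pkd1.

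Of the cystic kidney disease genes, 2 passed both thresholds with all libraries and 1 when adjusted over the list alone. The first count was 1 with no filter, 1 with the replicate block and from 1 without pkd1M1 to 4 without F6 as each library was left out. It was 0 in the 4 libraries with no block, 0 with the pkd1 term, 0 with the males named without pkd1 and 0 with the males named with pkd1. Adjusted over the list alone, the count was 2 with the exact test, 2 with the likelihood ratio test and 2 with DESeq2, and from 0 without M1 to 4 without F6. It was 0 with the replicate block, 0 in the 4 libraries with no block, 0 with the pkd1 term, 0 with the males named without pkd1 and 0 with the males named with pkd1. The cause was not tested.

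The share of *pkd1a* in males was 100% by the median, and ran from 92.0% without M1 to 100% without pkd1M1, since pkd1M1 held every male count of *pkd1b*. With TMM-normalized CPM in place of the deposited values, the limits gave 0 homologs above 1000 in males and 0 in females, 1 between 100 and 1000 in males and 0 in females, 77 between 1 and 100 in males and 76 in females, and 4 under 1 in males and 6 in females, since CPM is smaller than the deposited value in each library. Under 1 in males there was 1 homolog without M1 and 2 without pkd1M1.

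Among the gene lists, the adjusted p of the proximal tubule list was 0.107 under fry. With only the males named without pkd1, the erythroid, liver and testis lists changed direction, with adjusted p-values of 0.678, 0.999 and 0.999, and that of the oocyte list was 0.0389. The vitellogenin list changed direction under fry (0.868). With each library left out, adjusted p-values ran from 0.0111 without M2 to 0.947 without pkd1M4 for the erythroid list, which changed direction without pkd1M4. They ran from 0.0397 without M2 to 0.947 for the liver list, from 0.0297 without M1 to 0.131 for the oocyte list, and from 0.428 without F3 to 0.998 without F1 for the vitellogenin list, which changed direction in both of the last fits. The first component held from 31.6% to 33.9% of the variance with each library left out, 28.5% with a prior count of 0.5 and 31.0% with unit variance. The sexes did not overlap on it in any of these.

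Over the 56 named genes tested, 428 of 496 values with 1 library left out kept their direction and their side of the thresholds, 57 no longer passed and 11 newly passed. Of 374 values under the other alternatives set in advance, 353 kept both, 5 no longer passed and 16 newly passed. Of 224 values under the alternatives added later, 159 kept both, 63 no longer passed and 2 newly passed. No direction reversed in any of the 3 sets, with 0 reversed values. Counts near the floor limit the shares of *pkd1a*, *glis2a* and *tmem237b*, where single libraries had fewer than 20 counts of a homolog. For *arl3b* this held in M1 only.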

Differences from the paper's values

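The tests here chosen after the result was seen are the principal component analysis limited to called genes and the fit with only the males named with pkd1. The paper's count of DEGs is 2422, and 1448 genes passed both thresholds here. Among the alternatives set before the data were examined, the gap was under 1.5 times with the exact test (1787), the likelihood ratio test (1858), DESeq2 (1807), without F6 (1707), with a fold change limit of 1.5 (2899) and with no fold change limit (2928). It was not with RLE size factors (1447), no filter (1364), at least 10 counts in every library (1339), the replicate block (859) or any of the other 8 fits that left out 1 library (1086 to 1406). At an adjusted p under 0.05 with no fold change limit, the fit without M2 gave 2422 genes, the paper's number.

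The first principal component held 31.2% of the variance against the paper's value of about 64% in Fig. 2A, and the second 15.6% against about 8.1% in Fig. 2A, both read by eye. None of the alternatives set before the data were examined closed either gap. With only the genes past both thresholds, an alternative chosen after seeing the values, the components held 79.2% and 5.44%.

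For *rps6ka5* the mean deposited value was 86.2 in females and 61.25 in males, and the paper's values are 214.56 and 159.13. For *poc1b* in males it was 178.25 against the paper's 5593.25. For *katnip*, matched only through a table of gene names and so less certain, it was 208.4 in females and 93.0 in males against the paper's 0 and 0. For *znf423*, under the identifier the paper lists, it was 151.6 in females and 108.25 in males against the paper's 480.52 and 538.35. None of the alternatives set before the data were examined closed these gaps. Of the 164 values of matched homologs compared, 157 lay within 2 of the paper's.

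Of the matched homologs, 1 was under 1 in males against the paper's 2. The paper's 2 include *katnip*, with a value of 0 there and a male mean of 93.0 here. This difference in count rests on the less certain match of *katnip* through a table of gene names. Without pkd1M1 the count was 2, but through *pkd1b*, which had 0 counts in M1, M2 and pkd1M4. The mean of *katnip* was then 93.0, so the equal count does not close the gap. With CPM the count was 4. Without M1, M2 or pkd1M4 it was 1.

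The fold of *agxtb* in males over females was 17.8 against about 27 in Fig. 5A, read by eye. The gap was under 1.5 times without pkd1M4 (19.0), without F6 (31.1) and with the replicate block (31.1). It was not with the other tests, the normalization, the filters or the other 7 fits that left out 1 library (15.2 to 17.5).

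The text of the paper places *ift74*, *cep120* and *cep83* in the group below its threshold, and their mean deposited values in males were 1487, 192 and 395 here. The paper's own values for them in Supplementary Table S2 are 1486.45, 192.42 and 394.88, and its text also lists *ift74* among the genes above 1000, so this difference lies within the paper. The paper draws the genes of Fig. 4C from its DEGs. Of these, *ccnb2*, *plk1*, *zpax1*, *top2a*, *psmb8*, *tpx2* and a gene listed only by a clone name did not pass both thresholds here, and passed them under some alternatives set in advance. The exact test and the likelihood ratio test called *ccnb2*, *zpax1*, *psmb8* and the gene with a clone name. DESeq2 called *psmb8* and *tpx2*, RLE size factors called *tpx2*, and the minimum of 10 counts called *ccnb2*, *psmb8* and *tpx2*. The fit without F6 called *ccnb2*, *plk1*, *zpax1*, *top2a*, *tpx2* and the gene with a clone name. The fit without M2 called *plk1* and *top2a*, that without F3 *ccnb2*, and those without M1 and without F4 *tpx2*. The replicate block called *zpax1* and the gene with a clone name. The males named with pkd1, an alternative chosen after seeing the values, gave calls of *plk1* and *top2a*. The genes *psmb9* and *cdc25* were called under none of the alternatives.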

Other observations

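The counts of splits for the cystic kidney disease genes, the gene lists and the adjusted p alone, and the tests of the egg coat genes alone, of the cell cycle genes, of the share that ovary RNA would bring to them and of the libraries named with pkd1, were chosen only after the result was seen. Of 100 splits of the 9 libraries into 4 and 5, drawn from 126, the real split was the only 1 with 1448 or more genes past both thresholds. It was likewise the only 1 with as many genes at an adjusted p under 0.05. The next split gave 1120 genes past both thresholds and 2267 at the adjusted p. It sets F1, F2, F3 and F4 against the males with F6. The split after it gave 2, and 93 splits gave 0.

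Of the 80 cystic kidney disease genes tested, *armc9* (log2 fold change 2.45, adjusted p = 0.0159) and *arl6* (1.53, adjusted p = 0.0469) passed both thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper does not report this comparison. Adjusted over the list alone, only *armc9* did (0.0423). The real split was the only 1 of 100 splits with as many of these genes. At an adjusted p alone 5 genes differed, *armc9*, *arl6* and *xpnpep3* higher in males and *invs* and *cep55l* higher in females, and 2 did so adjusted over the list alone. All 4 male libraries were above all 5 female libraries in *armc9*, which passed both thresholds in all 9 fits that left out 1 library, while *arl6* did in 2. Without F6 the number of genes past both thresholds was 4, and without pkd1M1 it was 1. Adjusted over the list alone, this number was 0 without M1, M2, pkd1M1, pkd1M4, F2 or F4. By either adjustment it was 0 with a term for the libraries named with pkd1, and 0 with only the males named without pkd1.

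Of 11 gene lists, 6 differed by camera at an adjusted p under 0.05, and 41 of 100 splits gave as many lists (median 5, range 1 to 9), so the number of lists says little. Higher in males were the lists of oxidative phosphorylation (adjusted p = 1.47e-20, 95 of 105 genes), distal tubule (8.67e-10, 11 of 11) and proximal tubule (0.00198, 10 of 14). Higher in females were the lists of the cell cycle (2.10e-06, 16 of 16 genes), lymphoid cells (2.10e-06, 15 of 15) and myeloid cells (5.30e-09, 16 of 16). Under fry all but the proximal tubule list held, with adjusted p-values of 0.000393, 0.00140, 0.0312, 0.00140 and 0.00301. In 2-sided exact permutation tests of the list scores, p was 0.00794 for oxidative phosphorylation, lymphoid and myeloid cells, 0.0159 for distal tubule, 0.0317 for the cell cycle and 0.0556 for proximal tubule. Adjusted over the 11 lists by the Benjamini-Hochberg method, these permutation p-values were 0.0291 for the first 3 lists and 0.0437 for distal tubule, while the cell cycle (0.0698) and proximal tubule (0.0873) lists did not pass. The erythroid (0.204), liver (0.174), oocyte (0.142), testis (0.388) and vitellogenin (0.981) lists did not pass by camera. In males 19 of the 20 liver genes, 8 of the 14 testis genes and 2 of the 7 vitellogenin genes were over 1 CPM. Kidney RNA or liver RNA could give such levels of the liver genes, so whether that list is specific to liver here stays open. All 16 cell cycle, 16 myeloid, 15 erythroid and 14 proximal tubule genes were over 1 CPM in males, with 12 of 15 lymphoid, 11 of 12 distal tubule and 102 of 106 oxidative phosphorylation genes.

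Different shares of tubule and blood-forming tissue in the male and female libraries are a candidate explanation of part of these differences. If this were the whole cause, and each list followed the share of blood-forming tissue, the erythroid, myeloid and lymphoid lists would move together. The lymphoid and the myeloid list both moved apart from the erythroid list between sexes (2-sided exact permutation test, adjusted p = 0.0238 for both by the Benjamini-Hochberg method over 3 pairs). They did not move apart from each other (adjusted p = 0.270 in the same test). The erythroid list varied widely within a sex, from 12158 to 44575 CPM in males and from 17113 to 53781 CPM in females. Whether it follows the share of blood-forming tissue was not tested, so its departure does not decide the question. A change of lymphoid and myeloid cells alone stays open. RNA from liver predicts a liver list higher in one sex, and that list did not differ (exact permutation p = 0.556).

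For the egg coat and cell cycle genes of Fig. 4C, RNA from ovary in the female libraries was a hypothesis set in advance. The oocyte list, which shares no gene with Fig. 4C, was higher in females by an unadjusted test only (2-sided exact permutation test, p = 0.0397, adjusted p = 0.0728 over 11 lists), and it did not pass under fry (adjusted p = 0.464) or camera. With F1 left out, the list score stayed higher in females (2-sided exact permutation test, unadjusted p = 0.0286 over 70 splits). Camera then gave an adjusted p of 0.0775. The list ordered the females as the egg coat genes alone did, F1, F4, F3, F2 and F6, an order with a chance of 0.00833. The males were also in one order by both, pkd1M4, M1, pkd1M1 and M2, so the shared order is not specific to ovary RNA. Its summed level was 3012 CPM in F1, 75.4 to 140 CPM in the other females and 47.1 to 109 CPM in males. Of its 18 genes, 4 were over 1 CPM in males and 17 were highest in F1. At the ratio measured in F1, the oocyte list of F2, F3, F4 and F6 would go with 42.0, 65.3, 79.2 and 24.2 CPM of egg coat transcripts, and 24.0, 56.1, 115 and 3.27 CPM were measured. F4 was above that level and the others below it, so the ratio of F1 does not hold closely in the other females. Ovary RNA, mostly in F1, is a candidate source of the egg coat transcripts. Of the 1448 genes past both thresholds, 353 were not past them without F1, and fewer libraries were then compared. For the 9 cell cycle genes the median log2 fold change was -1.69 with F1 and -1.44 without it. All 9 were higher in females without F1, with 4 at an adjusted p under 0.05 against 7 (2-sided exact permutation test of their mean, p = 0.0286 over 70 splits). The paper drew these genes from its DEGs in the same libraries, so that choice favored this direction and p-value. Their summed levels were 615, 448, 492 and 272 CPM in F2, F3, F4 and F6, and at most 253 CPM in males. For these genes the levels argue against F1 as their only source. Ovary RNA in the other females was tested by giving all of the excess of F1 over the males to ovary RNA and scaling it by the excess of the oocyte list over the lowest male. At that ratio it would bring 4.28% of the excess of the 9 genes in F2, F3, F4 and F6 (2.13% to 6.65% by library), and 4.99% when each library was scaled by the larger of its oocyte and egg coat levels, which raised F4 to 8.19%. To bring the whole excess, ovary RNA in these females would need 20.02 times as much cell cycle RNA beside its oocyte or egg coat transcripts as in F1. This argues against ovary RNA of about the composition in F1 as the source of most of the cell cycle difference, and RNA of ovary cells that carry few oocyte transcripts was not tested.

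The males named without pkd1 alone gave 635 genes past both thresholds against all females. In F6, 7.34% of the genes with low levels elsewhere had a count of 0, against 13.3% in F1 and 26.9% to 46.6% in the others, and 1401 genes had 1 or 2 counts, against 387 to 591. No explanation of these values was tested.

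Some of the paper's abundance values lie near the means of other genes. How many such matches chance would give was not estimated. The paper's values for *rps6ka5* (214.56 and 159.13) lie within 2 of the means of *mks1*, 214.6 in females and 159 in males. For *mks1* itself the paper gives these same values, 214.56 and 159.13. Its values for *znf423* (480.52 and 538.35) lie within 2 of those of another gene with that name (480.6 and 538.25) and of *atxn1b* (482.2 and 539.75). Its male value for *poc1b* is 5593.25, which is also the male mean of *ezra*. In females the mean of *ezra* was 2280, against the paper's 417.6 for *poc1b*, so only the male values match.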
